# Photosynthesis in C_3_–C_4_ intermediate *Moricandia* species

**DOI:** 10.1093/jxb/erw391

**Published:** 2016-10-19

**Authors:** Urte Schlüter, Andrea Bräutigam, Udo Gowik, Michael Melzer, Pascal-Antoine Christin, Samantha Kurz, Tabea Mettler-Altmann, Andreas PM Weber

**Keywords:** Bundle sheath, C_3_–C_4_ intermediacy, C_4_ photosynthesis, evolution, glycine decarboxylase, *Moricandia*

## Abstract

Evolution of C_4_ photosynthesis is not distributed evenly in the plant kingdom. Particularly interesting is the situation in the Brassicaceae, because the family contains no C_4_ species, but several C_3_–C_4_ intermediates, mainly in the genus *Moricandia*. Investigation of leaf anatomy, gas exchange parameters, the metabolome, and the transcriptome of two C_3_–C_4_ intermediate *Moricandia* species, *M. arvensis* and *M. suffruticosa*, and their close C_3_ relative *M. moricandioides* enabled us to unravel the specific C_3_–C_4_ characteristics in these *Moricandia* lines. Reduced CO_2_ compensation points in these lines were accompanied by anatomical adjustments, such as centripetal concentration of organelles in the bundle sheath, and metabolic adjustments, such as the balancing of C and N metabolism between mesophyll and bundle sheath cells by multiple pathways. Evolution from C_3_ to C_3_–C_4_ intermediacy was probably facilitated first by loss of one copy of the glycine decarboxylase P-protein, followed by dominant activity of a bundle sheath-specific element in its promoter. In contrast to recent models, installation of the C_3_–C_4_ pathway was not accompanied by enhanced activity of the C_4_ cycle. Our results indicate that metabolic limitations connected to N metabolism or anatomical limitations connected to vein density could have constrained evolution of C_4_ in *Moricandia*.

## Introduction

C_4_ plants evolved in warm, open, and often arid regions, where the C_4_ concentrating mechanism leads to enhanced photosynthetic carbon fixation efficiency (Sage, 2004). In most C_4_ species, this is achieved by upstream CO_2_ fixation through phospho*enol*pyruvate carboxylase (PEPC) in the mesophyll (MS) and transport of the synthesised C_4_ metabolites to the bundle sheath (BS) cells (Hatch, 1987). Decarboxylation of C_4_ metabolites in the BS cells increases CO_2_ concentration around Ribulose-1,5 bisphosphate carboxylase/oxygenase (Rubisco), thus promoting the carboxylase reaction while reducing photorespiration (Hatch and Slack, 1970; Bowes *et al.*, 1971; Hatch, 1987). Division of photosynthetic biochemistry between two different cell types requires anatomical adaptation including high vein density, reduction of MS tissue, and enlarged, chloroplast-rich BS cells (Dengler *et al.*, 1994; McKown and Dengler, 2007; Christin *et al.*, 2013). Despite its complexity, the C_4_ trait evolved independently more than 60 times in flowering plants (Sage *et al.*, 2012; Sage, 2016). Soon after the discovery of C_4_ photosynthesis, it became apparent that transition from C_3_ to C_4_ photosynthesis could not have been realised in one giant step, but more likely evolved via a series of transitory states (Kennedy and Laetsch, 1974). Potential C_3_–C_4_ intermediates were identified by their CO_2_ compensation point, which lay between the values of C_3_ and C_4_ species, as well as some C_4_-like anatomical features in the BS cells (Kennedy and Laetsch, 1974; Krenzer *et al.*, 1975). The Brassicaceae species *Moricandia arvensis* was among the first species classified as a potential C_3_–C_4_ intermediate (Krenzer *et al.*, 1975).

The genus *Moricandia* consists of eight accepted species (www.theplantlist.org), all originating from Mediterranean or Saharo-Sindian areas (Tahir and Watts, 2010). Based on CO_2_ compensation points, *Moricandia* includes C_3_ species (*M. moricandioides*, *M. foetida*, and *M. foleyi*) as well as C_3_–C_4_ intermediates (*M. arvensis*, *M. suffruticosa*, *M. nitens*, *M. spinosa*, and *M. sinaica*; Brown and Hattersley, 1989; Apel *et al.*, 1997). Besides a low CO_2_ compensation point, the C_3_–C_4_ candidates exhibit lower sensitivity to O_2_ (Holaday *et al.*, 1982) and high incorporation of ^14^C into glycine and serine (Holaday and Chollet, 1983; Hunt *et al.*, 1987). The BS area per cell profile is increased as well as the number of chloroplasts, mitochondria, and peroxisomes in the BS (Holaday and Chollet, 1983; Hunt *et al.*, 1987). In contrast to C_4_ species, these potential intermediates possess a C_3_-like δ^13^C signature, C_3_-like Rubisco kinetics (Bauwe and Apel, 1979; Holbrook *et al.*, 1985), and low activities of typical C_4_ enzymes such as PEPC, pyruvate phosphate dikinase (PPDK), NADP malic enzyme (NADP-ME), NAD-ME, and phospho*enol*pyruvate carboxykinase (PEPCK) (Holaday *et al.*, 1981; Holaday and Chollet, 1983).

Rawsthorne and colleagues showed that the P-subunit of the glycine decarboxylase multi-enzyme system (GLDP) is exclusively localised to the BS of the leaf of *M. arvensis* (Rawsthorne *et al.*, 1988*a*, *b*; Rylott *et al.*, 1998), while all other enzymes of the photorespiratory or photosynthetic pathways, such as the L, H, and T subunits of GLD, serine hydroxymethyltransferase (SHMT), glycolate oxidase (GOX), and Rubisco, are found in MS as well as BS tissues (Rawsthorne *et al.*, 1988*b*, Morgan *et al.*, 1993). These findings led to the first experimentally verified model of photosynthesis in C_3_–C_4_ intermediates (Rawsthorne, 1992). The interruption of the photorespiratory cycle in the MS caused by the absence of the functioning GLD/SHMT complex leads to an accumulation of glycine and its diffusion to the BS cells. There, its decarboxylation creates a local CO_2_ enrichment, thus increasing the carboxylation activity of Rubisco in the BS and therefore reducing the CO_2_ compensation point of the leaf (Rawsthorne, 1992). This process is also named the glycine shuttle, photorespiratory CO_2_ pump, or C_2_ photosynthesis (Sage *et al.*, 2014).

Species with C_3_–C_4_ intermediate characteristics have been identified in diverse groups of plants (Krenzer *et al.*, 1975; Rajendrudu *et al.*, 1986; Moore *et al.*, 1987; Hylton *et al.*, 1988; Apel *et al.*, 1997; Muhaidat *et al.*, 2011; Sage *et al.*, 2011*b*; Wen and Zhang, 2015; Khoshravesh *et al.*, 2016). Phylogenetic studies have shown that many of these C_3_–C_4_ plants are closely related to C_4_ siblings, and it is therefore likely that intermediates served as transitory states on the evolutionary path from C_3_ to C_4_ (McKown *et al.*, 2005; Christin *et al.*, 2011*a*; Fisher *et al.*, 2015; Lyu *et al.*, 2015). The possibility that C_3_–C_4_ intermediates bridge the evolutionary gap between C_3_ and C_4_ states has also recently been supported by different computational modelling approaches (Heckmann *et al.*, 2013; Williams *et al.*, 2013; Mallmann *et al.*, 2014; Brautigam and Gowik, 2016). Experimental as well as computational models predict that under favourable genetic and anatomic pre-conditions, the shift of GLD to the BS is a decisive step for installation of the glycine shuttle and the transition from C_3_ to C_3_–C_4_ photosynthesis. Because the GLD/SHMT reaction in the BS releases not only CO_2_ but also NH_3_, rebalancing of the N metabolism between the two cell types is required (Mallmann *et al.*, 2014). For re-balancing of N metabolism, the current model suggests additional metabolite shuttles, e.g. glutamate–2-oxoglutarate, alanine–pyruvate, and aspartate–malate. Parts of these shuttles and the associated biochemical enzymes also play an important role in C_4_ photosynthesis. Existing C_4_ enzymes and transporters can create a primordial C_4_ cycle in the C_3_–C_4_ background on which selection can act as long as selective pressure for efficient C assimilation persists (Aubry *et al.*, 2011; Mallmann *et al.*, 2014; Brautigam and Gowik, 2016). In essence, altered GLD localisation is predicted to initiate a smooth path to C_4_ (Heckmann *et al.*, 2013; Brautigam and Gowik, 2016; Schluter and Weber, 2016). In support of this model, over 90% of plant lineages with C_3_–C_4_ intermediates also contain C_4_ species (Mallmann *et al.*, 2014).

The model, however, fails to explain the presence of evolutionary stable C_3_–C_4_ intermediates. The situation in the Brassicaceae is therefore particularly interesting; to date no *sensu stricto* C_4_ species have been identified in this family, but it contains multiple lines of C_3_–C_4_ intermediates, including members of the genus *Moricandia* (Hylton *et al.*, 1988), *Diplotaxis tenuifolia* (Apel *et al.*, 1997; Ueno *et al.*, 2006), and *Brassica gravinae* (Ueno, 2011). In this current study, the C_3_–C_4_ metabolism in the genus *Moricandia* was investigated in more detail by simultaneous analyses of phylogeny, leaf anatomy, gas exchange, and metabolite and transcript patterns in closely related C_3_ (*M. moricandioides*) and C_3_–C_4_ species (*M. arvensis* line MOR1 and *M. suffruticosa*). The data were used for testing hypotheses related to C_4_ evolution or lack thereof: (i) phylogenetic patterns of GLDP explain the evolution of intermediacy in just one specific branch of the Brassicaceae; (ii) metabolic differences between C_3_ and intermediate species relate to the N-shuttle; and (iii) differences with the genus *Flaveria*, which evolved full C_4_, indicate where *Moricandia* species might be restricted in evolution towards C_4_.

## Material and methods

### Plant cultivation

Seeds for different *Moricandia* lines were obtained from botanic gardens and seed collections (*Moricandia moricandioides*, 04-0393-10-00 from Osnabrück Botanic Gardens; *M. arvensis*, line 12-0020-10-00 from Osnabrück Botanic Gardens, lines 0119708, 0000321, 0084187 from the Royal Botanic Gardens in Kew, lines MOR1 and MOR3 from IPK Gatersleben; *M. suffruticosa*, line 0105433 from the Royal Botanic Gardens in Kew; *M. nitens*, 0209858 from the Royal Botanic Gardens in Kew). Seeds were vapour-sterilised by incubation in a desiccator together with a freshly prepared mix of 100 ml 13% Na-hypochloride with 3 ml of 37% HCl for 2 h. The sterilised seeds were then germinated on plates containing 0.22% (w/v) Murashige Skoog medium, 50 mM MES pH 5.7 and 0.8% (w/v) Agar. After about a week, seedlings were transferred to pots containing a mixture of sand and soil (BP substrate, Klasmann & Deilmann GmbH, Germany) at a ratio of 1:2. In the first experiment, testing all the *Moricandia* lines, plants were grown in a greenhouse (Heinrich Heine University, Düsseldorf) in September 2013, where they received natural light ranging from 300 and 600 µmol s^−1^ m^−2^. For our more detailed studies of C_3_–C_4_ intermediate metabolism in *Moricandia*, we chose one species from each *Moricandia* C_3_–C_4_ subgroup presented in Fig. 1A (*M. suffruticosa* from group I and *M. arvensis* line MOR1 from group II) and compared them to their C_3_ relative *M. moricandioides*. For all following experiments, plants were cultivated in a climate chamber (CLF Mobilux Growbanks, Wertingen, Germany) under 12-h day conditions with 23/20 °C day/night temperatures. The plants were exposed to ambient CO_2_ concentrations and irradiance at plant level was ~200 µmol s^−1^ m^−2^. All experiments were conducted before the transition to the reproductive state. Mature leaf material was harvested from *M. moricandioides*, *M. arvensis* (line MOR1), and *M. suffruticosa* ~2 h after the start of the light period by flash-freezing in liquid nitrogen. The material was homogenised into a fine powder by grinding in liquid nitrogen. The material was stored at –80 °C and used for analysis of elements, metabolites, transcripts, and proteins.

**Fig. 1.**
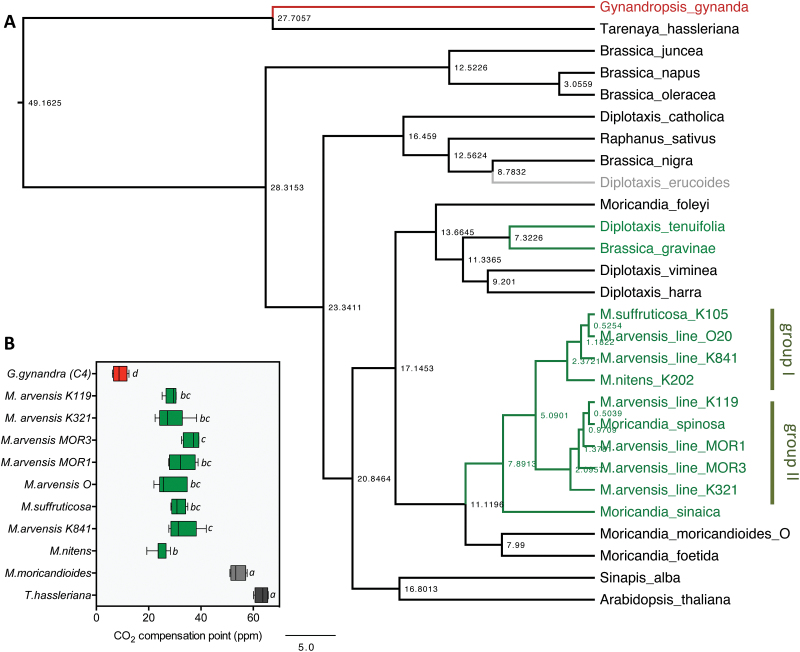
C_3_-C_4_ intermediate species in the Brassicaceae. (A) Time-calibrated phylogeny of the Brassicaceae species selected for this study. The *Moricandia* species build one branch of the tree with an early separation of the C_3_ species *M. moricandioides* and *M. foetida*, and the C_3_–C_4_ intermediate species *M. suffruticosa*, *M spinosa*, *M. sinaica*, *M. nitens*, and different *M. arvensis* lines. Additional independently established C_3_–C_4_ intermediate species are *Diplotaxis tenuifolia* and *Brassica gravinae*. The closest C_4_ relative *G. gynandra* belongs to the Cleomaceae. C_3_ species are in black; C_3_–C_4_ intermediate species in green, with gray for the potential intermediate *D. erucoides*; C_4_ species in red. The scale bar is 5 Ma. (B) CO_2_ compensation points determined from *A*-*C*_i_ curves in C_3_ and C_3_–C_4_*Moricandia* lines compared with C_3_ and C_4_ species from the Cleomaceae. Significant differences were determined by ANOVA followed by Tukey’s HSD multiple comparison test with alpha ≤0.01.

### Phylogeny

Relationships between *Moricandia* species and their closest relatives were determined using sequences from the ITS nuclear region. DNA was extracted from all the *Moricandia* lines available in our study, *Diplotaxis tenuifolia* (line ‘Wilde Rauke’, origin: N.L. Chrestensen Erfurter Samen-und Pflanzenzucht GmbH), and *D. viminea* (line GB.31066, origin: Rijk Zwaan Distribution B.V., Netherlands). The ITS sequences were amplified and sequenced using the primers ITS1 (O’Kane *et al.*, 1996) and ITS4 (White *et al.*, 1990). Additional ITS sequences were retrieved from the NCBI database (see Supplementary Table S1 at *JXB* online). The sequences were aligned with Muscle (Edgar, 2004), and the alignment was used to infer a time-calibrated phylogeny following a relaxed molecular clock approach, as implemented in Beast (Drummond and Rambaut, 2007). The analysis was run for 10 000 000 generations, sampling a tree every 1000 generations under a GTR+G+I substitution model, a log-normal relaxed clock, and a Yule speciation prior. The tree was rooted by forcing the monophyly of both the outgroup (the two ‘*Cleome*’ species) and the ingroup (Brassicaceae). The tree was calibrated by setting the age of the crown of Brassicaceae with a normal distribution with a mean of 29.3 Ma and a standard deviation of 3.0, based on estimates from markers across nuclear genomes (Christin *et al.*, 2014). The convergence of the analysis and adequacy of the burn-in period were verified using Tracer (Drummond and Rambaut, 2007). Medians of node ages for tree samples after a burn-in period of 1 000 000 generations were mapped on the maximum-credibility tree using Treeannotator (Drummond and Rambaut, 2007).

GLDP-specific mRNA sequences were retrieved from online databases (see Supplementary Table S2). GLDP-specific coding sequences for *Moricandia* and *Diplotaxis* lines were obtained from the assembly of next-generation sequencing reads produced in our own lab (see below). The phylogenetic tree was constructed with the help of the Phylogeny.fr webtool (http://phylogeny.lirmm.fr) in the default mode consisting of alignment by Muscle, G-block building, maximum-likelihood tree generation by PhyML, and visualisation by TreeDyn.

### Plant anatomy

Vein density measurements were done on the top third of fully grown rosette leaves. The leaf material was cleared in an acetic acid:ethanol mix (1:3) overnight followed by staining of cell walls in 5% safranin O in ethanol, and de-staining in 70% ethanol. Pictures were taken using a Nikon Eclipse Ti-U microscope equipped with a ProgRes MF camera (Jenoptik, Jena, Germany), at 4× magnification. At least six leaves were analysed for vein density per line, always with five pictures measured and averaged per leaf using ImageJ open software (https://imagej.nih.gov/ij/).

For histological and ultrastructural analysis 2-mm^2^ sections from mature rosette leaves were used for combined conventional and microwave-proceeded fixation, dehydration, and resin embedding in a PELCO BioWave®34700-230 (Ted Pella, Inc., Redding CA, USA) as described in Supplementary Table S3. Semi-thin sections with a thickness of approximately 2.5 µm were mounted on slides and stained for 2 min with 1 % methylene blue / 1% Azur II in 1% aqueous borax at 60 °C prior to light microscopical examination in a Zeiss Axio Imager M2 microscope (Carl Zeiss Microscopy GmbH, Göttingen, Germany). Ultra-thin sections with a thickness of approximately 70 nm were cut with a diamond knife, transferred onto TEM-grids and contrasted in a LEICA EM STAIN (Leica Microsystems, Vienna, Austria) with uranyl acetate and Reynolds’ lead citrate prior to analysis using a Tecnai Sphera G2 transmission electron microscope (FEI, Eindhoven, Netherlands) at 120 kV.

### Photosynthetic gas exchange

Mature rosette leaves were used for gas exchange measurements with a LICOR 6400XT (LI-COR Biosciences, Lincoln, USA). The settings were a flow of 300 µmol s^−1^, light of 1500 µmol m^−2^ s^−1^, leaf temperature of 25 °C, and the vapour pressure deficit was kept below 1.5 kPa. Initial analysis of the *Moricandia* lines and comparison with the related C_3_ plants *Brassica oleraceae* and *Tarenaya hassleriana*, the C_3_–C_4_ intermediate *Diplotaxis tenuifolia*, and the C_4_ plant *Gynandropsis gynandra* were done with *A*-*C*_i_ curves, with measurments at 400, 50 100, 200, 400, 800, 1200, and 1800 ppm CO_2_. Significance of the differences in the CO_2_ compensation points between lines was tested using a one-way ANOVA followed by a post-hoc Tukey’s multiple comparison test.

More detailed *A*-*C*_i_ curves were measured on the selected species *M. moricandioides*, *M. arvensis* MOR1, and *M. suffruticosa*. After acclimation, an *A*-*C*_i_ curve was determined starting at a CO_2_ concentration (*C*_a_) of 400 ppm, then going down to 20 ppm in nine steps, then going back to 400 ppm and raising the CO_2_ concentration stepwise up to 1800 ppm. Measurements at the lowest six CO_2_ concentrations were used to extract the CO_2_ compensation point and the initial slope of the graph corresponding to the carboxylation efficiency. Maximal assimilation was determined at CO_2_ concentrations of 1600 to 1800 ppm. At least six plants were measured per line, and statistical significance between values for the different species was evaluated using Student’s *t*-test.

### Metabolite and element analysis

The homogenized leaf material was extracted for metabolite analysis by gas chromatography-mass spectrometry (GC-MS) according to Fiehn *et al.* (2000) using a 7200 GC-QTOF (Agilent, Santa Clara, USA). Data analysis was conducted with the Mass Hunter Software (Agilent, Santa Clara, USA). For relative quantification, all metabolite peak areas were normalized to the peak area of an internal standard of ribitol added prior to extraction. The same homogenised leaf material was used for determination of δ^13^C and CN ratios. After lyophilisation, the material was analysed using an Isoprime 100 isotope ratio mass spectrometer coupled to an ISOTOPE cube elemental analyzer (both from Elementar, Hanau, Germany) according to Gowik *et al.* (2011). Measurements were always done on ten biological replicates. Statistical significance was analysed using Student’s *t*-test.

### Transcript analysis

Total RNA was extracted from the homogenized leaf material using the GeneMatrix Universal RNA purification kit (Roboklon GmbH, Berlin, Germany). The RNA was treated with DNase for a few seconds only and quality controlled on a Bioanalyzer 2100 (Agilent, Santa Clara, USA). Subsequently, mRNA purification and adapter ligation was performed with the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, USA) using 1 μg of total RNA. After a second quality control on the Bioanalyzer, samples were sent to Beckmann Coulters Genomics (Danvers, MA, USA) and sequenced on a HiSeq2500 sequencer (Illumina, San Diego, CA) as single-end 100-bp reads. Three to four biological replicates were used per *Moricandia* species with between 13 and 17 million reads per sample. The reads were aligned to a minimal set of coding sequences of the TAIR 10 release of the Arabidopsis genome (http://www.arabidopsis.org/) using BLAT (Kent, 2002) in protein space. The best BLAT hit for each read was determined by (1) the lowest *e*-value and (2) the highest bit score (Brautigam *et al.*, 2011). Raw read counts were transformed to reads per million (rpm) to normalize for the number of reads available at each sampling stage. Cross-species mapping takes advantage of the completeness and annotation of the Arabidopsis genome. In all samples, 80 to 86% of reads mapped to the reference genome. Comparison of the transcript pattern between species was performed with the edgeR tool (Robinson *et al.*, 2010) in R (www.R-project.org) using the Benjamini–Hochberg false discovery test with a cut-off at false discovery rate (FDR) ≤0.01 for significant differences. The agriGO webtool was employed for gene ontology (GO) term analysis (Du *et al.*, 2010). The transcriptome data was deposited at the GEO repository (www.ncbi.nlm.nih.gov/geo/) under the accession number GSE87343.

For construction of the specific *Moricandia* transcript assemblies, one sample per line was sequenced as pair-end 150-bp reads on an Illumina HiSeq2000 platform at the BMFZ (Biologisch-Medizinisches Forschungszentrum) of the Heinrich Heine University (Düsseldorf, Germany). The resulting reads were trimmed using the trimmomatic tool (Bolger *et al.*, 2014) followed by assembly using Trinity (Haas *et al.*, 2013), which yielded between 68 000 and 91 000 contigs. Sequences for transcripts from *D. tenuifolia*, *D. viminea*, and *D. muralis* were obtained following the same protocol.

### PEPC activity

Total soluble proteins were extracted from the homogenised leaf material in 50 mM Hepes-KOH pH 7.5, 5 mM MgCl_2_, 2 mM DTT, 1 mM EDTA, 0.5% Triton-X-100, 0.1% ß-mercaptoethanol. For the PEPC assay, 20 µl of the extract were mixed with assay buffer consisting of 100 mM Tricine-KOH pH 8.0, 5 mM MgCl_2_, 2 mM DTT, 1 mM KHCO_3_, 0.2 mM NADH, 5 mM glucose-6-phosphate, 2 U ml^−1^ malate dehydrogenase in a microtiter plate (Ashton *et al.*, 1990). The reaction was started after addition of phospho*enol*pyruvate to a final concentration of 5 mM in the assay. Absorbance at 340 nm was measured with a Synergy HT microplate reader (BioTek Instruments, USA). Protein content of the solutions was determined with the Bradford assay (Quick Start Bradford Protein Assay kit, BioRad). The ratio between fresh and dry weight of the leaf material was determined by weighing a second mature leaf from the same plants before and after drying it at 70 °C overnight.

## Results

### Occurrence of C_3_–C_4_ intermediates in the Brassicaceae

The phylogenetic relationships between all the *Moricandia* accessions available in our study were investigated by sequencing their ITS region and in comparison with data available in the NCBI database (Fig. 1A). We aimed at testing whether the C_3_–C_4_ character evolved independently or in one single event in different *Moricandia* lines. With the exception of *M. foleyi*, all *Moricandia* species formed a monophyletic group in the phylogenetic tree (Fig. 1A). Within this clade, a C_3_ group (*M. moricandioides*, *M. foetida*) was sister to the C_3_–C_4_ intermediate species (*M. arvensis*, *M. suffruticosa*, *M. nitens*, *M. sinaica*, *M. spinosa*; Fig. 1A), indicating that the evolution of the C_3_–C_4_ intermediate character is most-parsimoniously explained by a single event in the *Moricandia* genus. Intermediates with smaller, more ellipse-shaped leaves (group I, Fig. 1A; Supplementary Fig. S1) formed a monophyletic group, while the intermediates with mainly longer petioles formed a paraphyletic clade (group II). Lines taxonomically assigned to *M. arvensis* could be found within both groups.

Besides the *Moricandia* C_3_–C_4_ species, very similar features, such as significantly reduced CO_2_ compensation points, occur in *Diplotaxis tenuifolia* and *Brassica gravinae* (Apel *et al.*, 1997; Ueno, 2003, 2011). The development of C_3_–C_4_ intermediacy in these species was clearly independent from the events in *Moricandia* (Fig. 1A). Phylogenetic trees of the Brassicaceae with higher species density (Warwick and Sauder, 2005; Arias *et al.*, 2014) suggest that these species belong to different branches of the tree and that C_3_–C_4_ intermediacy also evolved independently in *D. tenuifolia* and *B. gravinea*. In the list of Apel *et al.* (1997), single measurements of CO_2_ compensation points in *D. muralis* and *D. erucoides* also indicated low CO_2_ compensation points. *Diplotaxis muralis* is a hybrid between *D. viminea* (C_3_) and *D. tenuifolia* (C_3_–C_4_) and usually closer to C_3_ in its gas exchange characteristics (Ueno *et al.*, 2006), but detailed studies are lacking for *D. erucoides*. It is also remarkable that C_3_–C_4_ intermediates were only found in the Oleracea group of the Brassciceae tribe, in the lineage II Brassicaceae (Apel *et al.*, 1997; Warwick and Sauder, 2005; Arias *et al.*, 2014), but no C_3_–C_4_ intermediates have so far been identified in any other subgroup of this large family.

### Physiological features allow differentiation of C_3_ and C_3_–C_4_*Moricandia* lines

Many details of the C_3_–C_4_ intermediate photosynthesis character were investigated in the 1980s and 1990s at the University of Nebraska (see Holaday *et al.*, 1981, 1982; Holaday and Chollet, 1983), in Gatersleben in Germany (see Bauwe and Apel, 1979; Apel *et al.*, 1997), and at the John Innes Centre in Norwich, UK (see Rawsthorne *et al.*, 1988*a*, *b*; Rylott *et al.*, 1998). Since the stock seed material from these initial analyses could no longer be obtained, CO_2_ compensation points in genotyped greenhouse-grown lines were characterized (Fig. 1B) and compared with data from the C_3_ plant *T. hassleriana* and the C_4_ plant *G. gynandra* from the neighbouring Cleomaceae family. The measurements of the CO_2_ compensation points clearly allowed classification of the tested lines as a C_3_, C_3_–C_4_, or C_4_ species (Fig. 1B). All C_3_–C_4_ intermediate lines had CO_2_ compensation points that were significantly lower than in the C_3_ species, but also significantly higher than in the C_4_. On the other hand, no significant differences could be observed among the C_3_–C_4_ intermediate lines.

The selected accessions *M. moricandioides*, *M. arvensis* MOR1, and *M. suffruticosa* were then grown under controlled environmental conditions in a climate chamber. Under these conditions, the differences in the CO_2_ compensation point of the C_3_ and C_3_–C_4_*Moricandia* species were even more pronounced (Fig. 2A, B). A closer inspection of the shape of *A*-*C*_i_ curves showed that, despite the low CO_2_ compensation point, the curve of the intermediates looked much more similar to the C_3_ curve than the one of the C_4_ species *G. gynandra*, which had a very steep initial Δ*A*/Δ*C*_i_ slope of 0.557 (Fig. 2A). The initial slope of the *A*-*C*_i_ curve is connected to the carboxylation efficiency in the photosynthetic system, the PEPC efficiency in C_4_, and the Rubisco carboxylation efficiency in C_3_ (von Caemmerer, 2000). A comparison of the *A*-*C*_i_ curves in the C_3_ and C_3_–C_4_*Moricandia*s showed that the initial slope was actually steeper in the C_3_ species than in the C_3_–C_4_ intermediate lines (Fig. 2A, C).

**Fig. 2.**
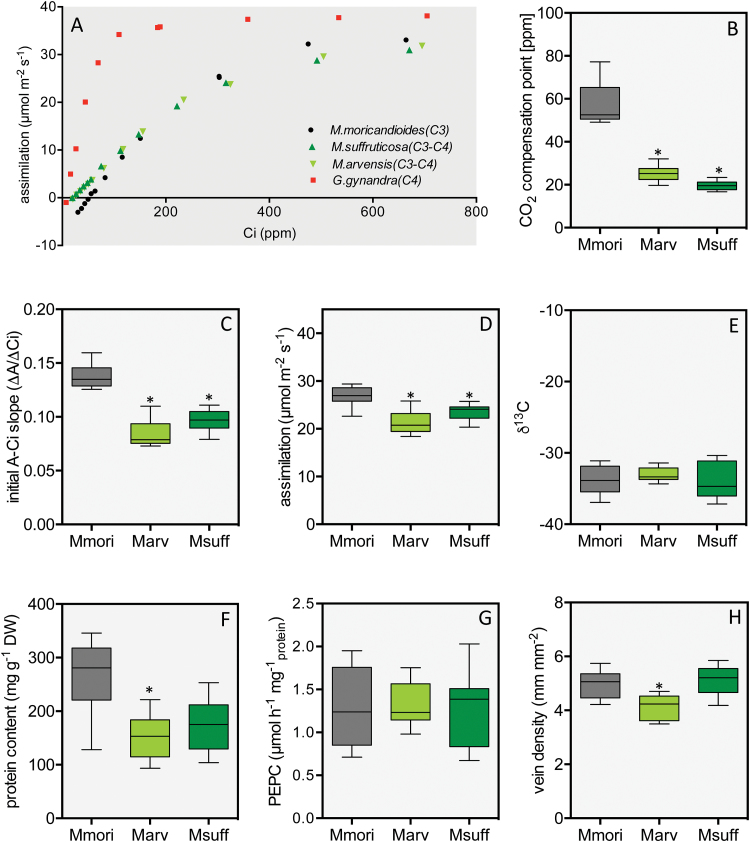
Physiological features in the C_3_ species *M. moricandioides*, and the C_3_–C_4_ intermediate species *M. suffruticosa* and *M. arvensis* line MOR1. (A) Representative examples of *A*-*C*_i_ curves from *M. moricandioides*, *M. suffruticosa*, and *M. arvensis* line MOR1 in comparison with the curve from the C_4_ species *G. gynandra*. (B) CO_2_ compensation points; (C) initial *A*-*C*_i_ slope; (D) assimilation rate under ambient conditions with c_a_ of 400 ppm; (E) δ^13^C signature of leaf material; (F) protein content per plant dry weight; (G) PEPC activity; (H) vein density in the top part of mature leaves. All box-whisker plots show data summarised from 8–10 biological replicates. The asterisks indicate significant differences of the C_3_–C_4_ intermediate species in comparison with the C_3_ species *M. moricandioides*, as determined by a *t*-test (*P≤*0.01). Mmori, *M. moricandioides*; Marv, *M. arvensis* line MOR1; Msuff, *M. suffruticosa*. (This figure is available in colour at *JXB* online.)

The assimilation at ambient CO_2_ was lower in the C_3_–C_4_ intermediate species than in the C_3_ species (Fig. 2D). Differences in conductance were not responsible for this variation, and the maximal CO_2_ assimilation at high CO_2_ reached similar levels in all species tested (see Supplementary Table S4). In addition, measurements of PEPC activity in extracts from mature leaves indicated that PEPC did not play a major role in the primary fixation of CO_2_ in C_3_–C_4_ intermediate *Moricandia* species (Fig. 2G). No significant differences could be observed in the carbon isotope ratio of the C_3_ and C_3_–C_4_ intermediate species (Fig. 2E). The protein content per total dry weight tended to be lower in the intermediates as compared to the related C_3_ species *M. moricandioides*; however, these results were only significant for one C_3_–C_4_ line, *M. arvensis* (Fig. 2F).

### Differences in CO_2_ compensation points are connected to anatomical changes

The development of C_3_–C_4_ intermediate physiology relies on functional specification of metabolism in the MS and BS cells and an increase in the metabolite exchange between the two cell types. Differences among photosynthetic types were therefore expected to be closely connected to changes in the anatomy, which were evaluated on a histological and ultrastructural level.

Measurements of vein length per area revealed that the C_3_–C_4_*Moricandia* species had lower or equal vein density when compared to the C_3_ relative (Fig. 2H). In the top view of cleared leaves, veins of C_3_–C_4_ intermediate species appeared thicker than in the C_3_ species (Fig. 3A–C), probably connected to the large number of chloroplasts, which were centripetally arranged around the veins in the leaf cross-sections (Fig. 3D–I). In-depth ultrastructural analysis showed a high number of mitochondria located predominantly in the cytoplasm between the chloroplasts and the cell wall of adjacent cells of the vascular tissue of C_3_–C_4_ plants (Fig. 3J–L). The C_3_ species *M. moricandioides* had eight cell layers, while *M. suffruticosa* and *M. arvensis* both had one MS cell layer fewer (Supplementary Table S4, Fig. 3D–F). Such a reduction in the MS tissue alone could be responsible for a shift in the leaf cell profile towards a higher proportion of BS cells (McKown and Dengler, 2007).

**Fig. 3.**
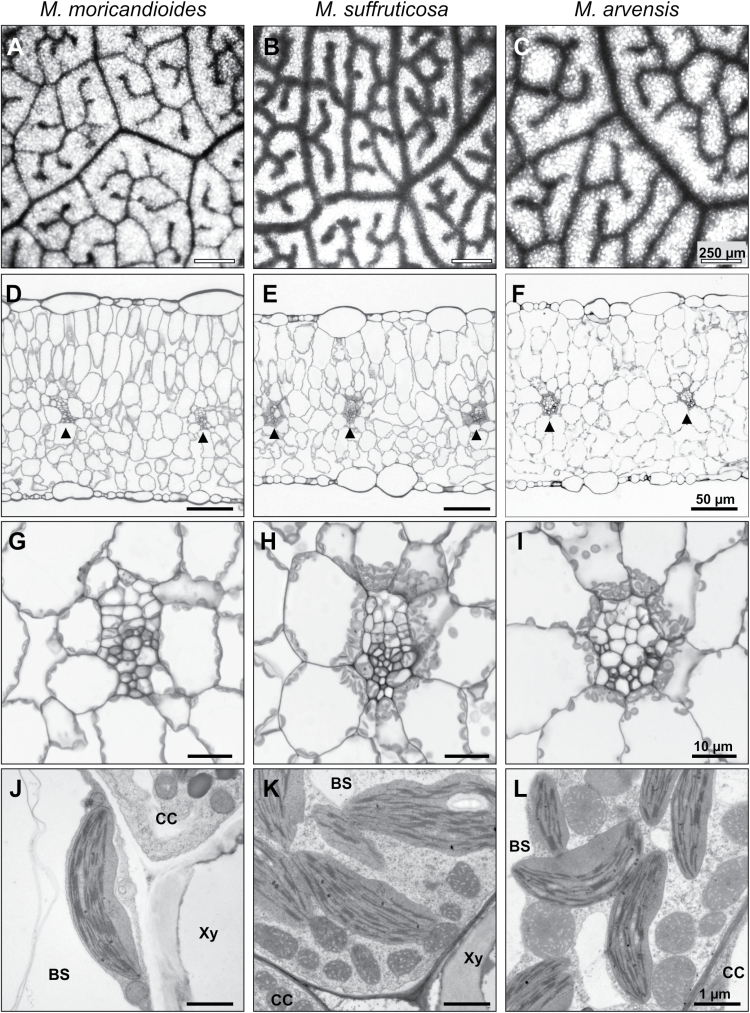
Anatomy of the C_3_ species *M. moricandioides* (A, D, G, J), and the C_3_–C_4_ intermediate species *M.suffruticosa* (B, E, H, K) and *M.arvensis* line MOR1 (C, F, I, L). (A–C) Top view of cleared leaves showing the general vein pattern; (D–F) overview of cross-sections; (G–I) close-up of the arrangement of chloroplasts in the bundle sheath cells; (J–L) transmission electron microscopy of bundle sheath cells with organelles arranged next to the vein cell. Arrow heads indicate vascular bundles. BS, bundle sheath cell; Xy, xylem cell; CC, companion cell.

### Specific metabolite pattern in C_3_–C_4_ intermediates

The metabolite pattern of the leaves is expected to be influenced by species-specific differences as well as by the photosynthesis type. The overall metabolite patterns in *M. moricandioides*, *M. suffruticosa*, and *M. arvensis* were first assessed by principal component analysis (PCA) (see Supplementary Fig. S2A). In the first principal component (PC1), samples from the C_3_ species *M. moricandioides* localised predominantly to the right, next to samples of C_3_–C_4_ intermediate species. PC2 mainly separated the two C_3_–C_4_ intermediate species. The samples from both C_3_–C_4_ intermediates were also characterised by high variation. Three metabolites showed significantly (*P*≤0.01) different concentrations in all tested comparisons (*M. arvensis* vs *M. moricandioides*, *M. suffruticosa* vs M. *moricandioides*, and *M. suffruticosa* vs *M. arvensis*): maleic acid, serine, and threonine (Supplementary Fig. S2B). To distinguish between C_3_ and C_3_–C_4_ intermediate species, we screened for metabolites that significantly differed between the C_3_ and the two C_3_–C_4_ species, but not between the two intermediates. Among the nine metabolites in this category were alanine, glycine, GABA, gluconic acid, leucine, malate, malonic acid, and valine (Supplementary Fig. S2B, Supplementary Table S4).

The predicted N shuttle metabolites (Mallmann *et al.*, 2014), glutamate, alanine, and malate, had higher concentrations in both intermediate *Moricandia* lines. Aspartate was only increased in *M. suffruticosa* (Fig. 4). Glycolate and glycerate are part of the photorespiratory pathway, but no significant differences in the concentration of these two metabolites were detected in leaves of the C_3_ and C_3_–C_4_*Moricandia* species (Fig. 4), confirming that these metabolites do not play a major role in coordination of metabolism between MS and BS cells.

**Fig. 4.**
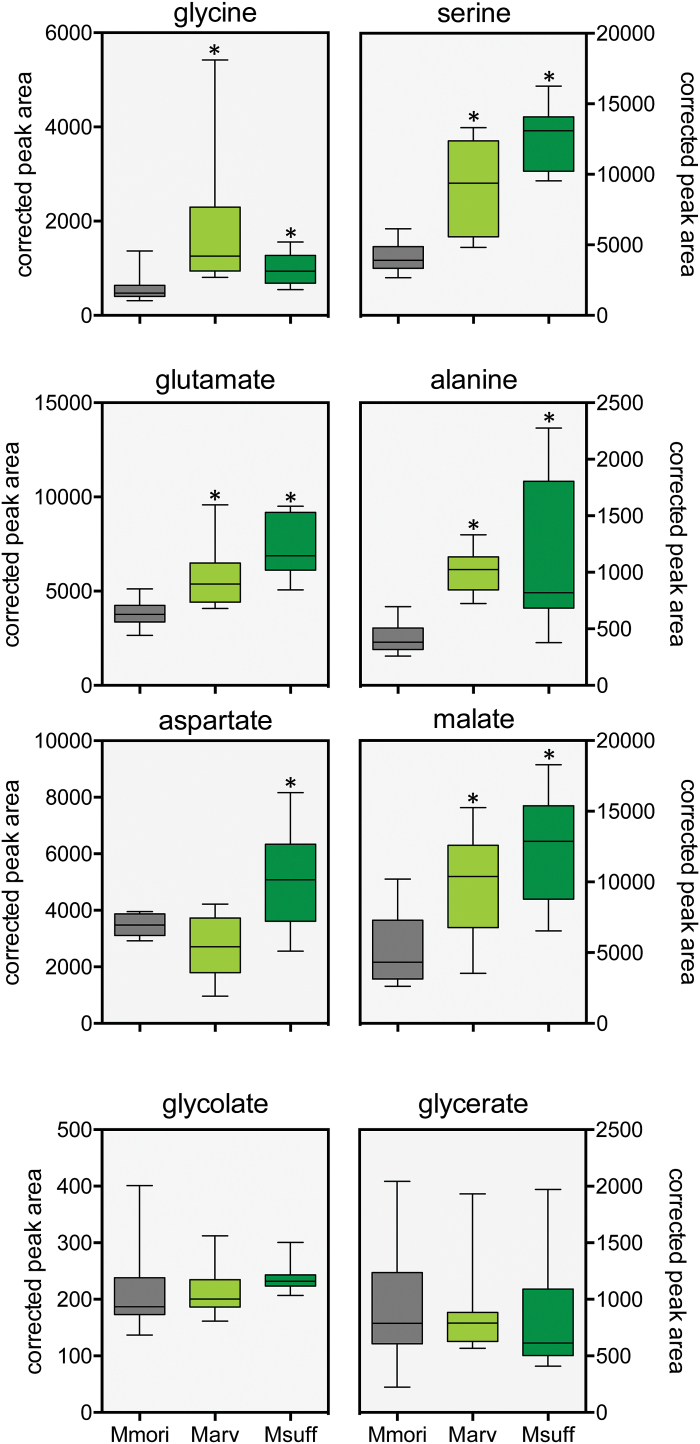
Selected metabolites in the C_3_ species *M. moricandioides*, and the C_3_–C_4_ intermediate species *M. suffruticosa* and *M. arvensis* line MOR1. The box-whisker plots represent summaries of 10–12 biological replicates. The asterisks indicate significant differences between the C_3_–C_4_ and the C_3_ species as determined by a *t*-test (*P*≤0.01). Mmori, *M. moricandioides*; Marv, *M. arvensis* line MOR1; Msuff, *M. suffruticosa*. (This figure is available in colour at *JXB* online.)

### Transcript patterns do not show a strong specific C_3_–C_4_ signature

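Transcript abundance was measured by RNA sequencing of mature leaves from 4 plants of the C_3_ species *M. moricandioides*, 4 plants of *M. arvensis* line MOR1 and 3 plants of *M. suffruticosa*, the last 2 species being C_3_–C_4_ intermediates. By the labels each library is a separate plant. The counts of *M. arvensis* plants 13 and 15 lay close together (Pearson correlation of log2 values 0.993, chi-square per gene 4.88). Those of *M. suffruticosa* plants 6 and 7 did too (0.994 and 8.48). Every other pair within a species lay farther apart (at most 0.976 and at least 27.4). Both close pairs exceeded counting noise, for which the chi-square per gene is 1. That alone does not show that they vary as freely as other plants, and the tests count them as full replicates. The authors aligned single-end reads of 100 bp to Arabidopsis coding sequences with BLAT in protein space, counted the best hit of each read, and scaled the counts by the reads counted in each library (rpm). Reads counted per plant ranged from 12259898 to 14865167 (median 14101281) in *M. moricandioides*, from 11216204 to 13422102 (median 12189641) in *M. arvensis* and from 10987959 to 14144453 (median 14122052) in *M. suffruticosa*. The paper's text gives sequenced reads per sample, which were 13013974 to 17698569 in the 10 libraries with a listed total. All values here use the counted reads. Of 33602 gene models, 18995 had at least 1 read and 15570 passed the filter of edgeR on low counts. Their counts were compared between species in a single fit of all 11 libraries with TMM scaling and the quasi-likelihood F test of edgeR, and p-values were adjusted by Benjamini–Hochberg over the 15570 transcripts. A transcript is called higher or lower at an adjusted p of 0.01 or less, the cut-off of the paper. In counts simulated with 14788 transcripts at these depths and numbers of plants, the test recovered 96.0% of 4-fold changes in *M. arvensis* and 92.0% in *M. suffruticosa*. In *M. arvensis* it recovered 32.0% of 2-fold changes and 2.0% of 1.5-fold changes. The changed transcripts were drawn only from the more abundant ones in *M. moricandioides*, so these rates do not cover rare transcripts. Scaling by library totals in place of TMM moved the median log2 fold change of all transcripts by 0.13 in *M. arvensis* and by 0.07 in *M. suffruticosa*. The TMM factor of *M. arvensis* plant 9 was 0.834 and those of the other *M. arvensis* plants were 1.04 to 1.17. Reads were matched to genes of another species, so reads of similar gene copies may be exchanged.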

Next-generation sequencing allows an analysis and comparison of the transcriptomes of species for which no reference genome is available by mapping the reads against the minimal transcriptome of *Arabidopsis thaliana* (Brautigam *et al.*, 2011). 

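In *M. moricandioides* 85.8% ± 0.312 (SD, n = 3) of the reads found a match among the Arabidopsis coding sequences, in *M. arvensis* 83.1% ± 1.87 (SD, n = 4) and in *M. suffruticosa* 82.1% ± 2.32 (SD, n = 3). The lowest share of a single plant was 79.8% in *M. suffruticosa* and the highest 86.0% in *M. moricandioides*. The difference between *M. moricandioides* and *M. arvensis* was 2.67 percentage points (2-sided exact permutation test, p = 0.0857, adjusted p = 0.15 by Benjamini–Hochberg over 3 comparisons). *M. moricandioides* and *M. suffruticosa* differed by 3.72 points (exact permutation p = 0.10, the smallest that 3 plants against 3 allow), and *M. arvensis* and *M. suffruticosa* by 1.05 points (exact permutation p = 0.486). The share of *M. moricandioides* plant 15 was not used here, because the total of this library could not be matched to its label.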

In all *Moricandia* samples, between 79% and 86% reads were mapped, which is higher than in previous work with Asterales species (Gowik *et al.*, 2011). 

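Transcripts of the photoreceptor phytochrome C (PHYC, AT5G35840) were detected with 564 reads over the 4 *M. moricandioides* plants and with 0 reads over the 4 *M. arvensis* plants, which is at least 167-fold lower over the group in *M. arvensis* from a floor of 3 reads. In *M. suffruticosa* PHYC reached 13.2 ± 2.21 rpm (SD, n = 3) against 10.2 ± 1.88 rpm (SD, n = 4) in *M. moricandioides* (adjusted p = 0.345 from edgeR). The disease resistance transcript AT5G36930 rose in *M. arvensis* from 2 to 864 reads, a ratio of 488 with a 95% counting interval of 135 to 4033. In *M. suffruticosa* the peroxidase-related DOX1 (AT3G01420) rose by a log2 fold change of 8.55 (standard error 0.56, adjusted p = 2.1e-06 from edgeR) to 419 ± 220.0 rpm, and the zinc transporter ZIP10 (AT1G31260) fell from 27.3 ± 5.4 to 0.189 ± 0.216 rpm. In all, 2840 transcripts were higher and 2604 lower in *M. arvensis* than in *M. moricandioides*, 34.96% of those tested. The balance of directions depends on the scaling, and with library totals 3127 were higher and 2012 lower in *M. arvensis*. *M. suffruticosa* had 1577 higher and 1373 lower transcripts, 18.9% of those tested. The median size of the called changes was 1.33 in *M. arvensis* and 1.41 in *M. suffruticosa* on the log2 scale. Without *M. suffruticosa* plant 7 the calls in *M. suffruticosa* numbered 1634, and without *M. suffruticosa* plant 6 they numbered 1656.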

PCA showed that the transcript pattern was most prominently influenced by the species (see Supplementary Fig. S3A). PC1 clearly separated samples from *M. moricandioides*, *M. arvensis*, and *M. suffruticosa*, while PC2 only separated *M. moricandioides* and *M. arvensis* from *M. suffruticosa* (Supplementary Fig. S3A). 

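On PC1 the *M. moricandioides* plants scored -64.3 to -54.9 (n = 4), the *M. suffruticosa* plants -6.68 to 1.75 (n = 3) and the *M. arvensis* plants 43.7 to 71.2 (n = 4). The ranges of the 3 species did not overlap, with *M. suffruticosa* between the other 2 species. On PC2 the mean score was 23.5 ± 2.57 (SD) in *M. moricandioides*, 21.6 ± 2.29 in *M. arvensis* and -60.2 ± 5.78 in *M. suffruticosa*. PC1 held 47.0% and PC2 23.8% of the variance of log2(rpm + 1) over the 18995 transcripts with at least 1 read, centred and not scaled to unit variance. When each library was left out in turn, the share of PC1 ranged from 44.7% to 51.4% and that of PC2 from 18.7% to 26.5%.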

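*M. arvensis* plant 9 scored -63.4 on PC3, while the other *M. arvensis* plants scored -13.9, 31.5 and 30.3. The *M. moricandioides* plants lay between -11.0 and 13.2 and the *M. suffruticosa* plants between -12.6 and 9.79. Differences between species made up 1.51% of the variance along PC3 and 0.23% of that along PC4, against 98.1% along PC1 and 99.3% along PC2. PC3 held 10.7% of the total variance, and 6.2% when *M. arvensis* plant 9 was left out. On PC4, which held 4.56%, *M. suffruticosa* plant 8 scored 39.1 and the other 2 *M. suffruticosa* plants -15.8 and -19.5.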

Subsequent PCs were already influenced by replicate-specific differences. 

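Grouped by photosynthesis type, the 4 C_3_ plants and the 7 plants of both intermediates accounted by their difference for 75.4% of the variance along PC1, 23.1% along PC2 and 0.929% along PC3. The mean PC1 score was -59.7 in *M. moricandioides*, -1.74 in *M. suffruticosa* and 61.0 in *M. arvensis*, and every *M. moricandioides* plant scored below every intermediate plant. The type is nested in the species, with a single C_3_ species, so a separation by type cannot be told from one by species in these libraries.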

An influence of the photosynthesis type was not detected in the first three PCs (Supplementary Fig. S3B).

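The F-box protein transcript SKIP16 (AT1G06110) rose in both intermediates, from 3 reads over the *M. moricandioides* plants to 1204 reads in *M. arvensis* and 626 in *M. suffruticosa*. These are ratios of 453 (95% counting interval 155 to 2199.7) and 294 (100.2 to 1430.0). SEN1 (AT4G35770), a gene induced in ageing and darkened leaves, had log2 fold changes of 8.91 in *M. arvensis* (standard error 1.05, adjusted p = 4.0e-05 from edgeR) and 7.06 in *M. suffruticosa* (1.06, adjusted p = 0.000428). HSP60 (AT3G23990), a mitochondrial chaperonin, fell from 42.0 ± 11.6 rpm to 0.948 ± 0.482 rpm in *M. arvensis* and 1.33 ± 0.233 rpm in *M. suffruticosa* (SD across plants), log2 fold changes of -5.58 and -5.03. Between the intermediates HSP60 differed by -0.55 on the log2 scale (adjusted p = 0.225 from edgeR). In all, 1514 transcripts passed the threshold in both comparisons with *M. moricandioides* and in the same direction, and did not pass it between the intermediates. Without the last condition they numbered 1791. Leaving out *M. suffruticosa* plant 6 or plant 7 gave 986 and 988 transcripts.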

The abundance of 1671 transcripts was significantly different in the C_3_ and the C_3_–C_4_ intermediate leaves, but not between the two intermediates. All of these had changed in both C_3_–C_4_ intermediate species to the same direction: 797 were commonly enhanced in C_3_–C_4_ while 874 were commonly reduced in C_3_–C_4_ (Supplementary Fig. S3C, Supplementary Table S5). 

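Of the common transcripts defined in this way, 809 were higher and 705 lower in both intermediates. Library totals gave 859 and 519, limma-voom 879 and 971, and pairwise fits 660 and 695, so which direction holds more transcripts depends on the fit. The median log2 fold change of the higher group was 1.51 in *M. arvensis* and 1.48 in *M. suffruticosa*, and that of the lower group -1.48 and -1.46. Among all transcripts past the threshold in both comparisons, 955 rose in both, 836 fell in both and 82 moved in opposite directions. AT4G10000, a thioredoxin family transcript, is one of the last, with a log2 fold change of 0.95 in *M. suffruticosa* (adjusted p = 0.00676 from edgeR) and 2 reads in *M. arvensis* against 1401 in *M. moricandioides*, a ratio of *M. moricandioides* to *M. arvensis* of 621 (95% counting interval 171 to 5129.6). The authors' deposited table holds 797 higher and 874 lower common transcripts, of which 646 and 618 were common here in the same direction. Both comparisons use the same *M. moricandioides* plants. With these plants split into pairs, each pair serving 1 comparison, 370.2 higher and 360.5 lower common transcripts were found on average over 6 assignments.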

GO term analysis of both groups of transcripts revealed quite diverse categories. Only two GO terms were enriched among transcripts enhanced in C_3_–C_4_, while 21 process GO-terms were enriched in transcripts reduced in C_3_–C_4_. 

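Among the common transcripts, cytochrome P450 genes were over-represented in the lower group, with 16 of 101 lower and 10 higher (Fisher's exact test for the lower group, adjusted p = 0.000127 by Benjamini–Hochberg over 11 groups of gene descriptions). Higher and lower were not set apart from other transcripts (adjusted p = 0.258 from Fisher's exact test of higher against lower), and among transcripts of at least 10 rpm the lean to lower was not seen, with 7 lower and 8 higher. MAH1 (AT1G57750), which makes wax alkanes into alcohols, fell from 222 ± 25.6 rpm in *M. moricandioides* to 28.1 ± 5.37 in *M. arvensis* and 20.9 ± 18.6 in *M. suffruticosa*. CYP83B1 (AT4G31500) of glucosinolate synthesis rose from 8.65 ± 1.47 to 68.4 ± 54.7 and 181 ± 26.1 rpm (SD across plants). Of 105 extensins and proline-rich proteins, 12 were lower and 5 higher (Fisher's exact test, adjusted p = 0.0154 for the lower group and 0.192 for higher against lower), and of 40 tRNA synthetases and ligases 6 were lower and 2 higher (adjusted p = 0.0319 and 0.258 from the same tests). With library totals the lower and higher ones numbered 9 and 5 for extensins and 3 and 2 for tRNA synthetases, and without *M. suffruticosa* plant 7 they numbered 6 and 3, and 1 and 2. Disease resistance genes were commonly higher in 9 of 95 cases (adjusted p = 0.267 from Fisher's exact test). The groups were formed from words in the deposited descriptions and are not the GO terms of agriGO.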

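Phosphoglucomutase PGM1 (AT5G51820) and the isoamylase ISA1 (AT2G39930), both annotated to carbohydrate metabolism, fell in both intermediates, with log2 fold changes of -1.03 and -0.80 in *M. arvensis* and -0.76 and -0.97 in *M. suffruticosa*. Both were named after their values were seen. The glucan kinase PWD (AT5G26570), of the same annotation, rose by 2.14 and 1.78 (adjusted p = 6.1e-07 and 7.1e-06 from edgeR). Of 228 transcripts annotated to carbohydrate metabolism, 17 were lower and 11 higher in both species (Fisher's exact test for the lower group, adjusted p = 0.197 over 7 annotation groups). In *M. arvensis* alone 64 were lower and 31 higher (adjusted p = 0.000567 from the same test), and in *M. suffruticosa* 29 and 22 (adjusted p = 0.197). Of 52 transcripts of amino acid or nitrogen compound metabolism, 4 were commonly lower and 6 commonly higher (adjusted p = 0.465 for the lower group from Fisher's exact test). Of 75 transcripts of tRNA aminoacylation or processing, 12 were commonly lower and 3 commonly higher (Fisher's exact test, adjusted p = 0.000896 for the lower group and 0.0703 for higher against lower). The annotation deposited with the read counts was used, and the groups were chosen after the data were seen.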

The latter included high-level terms such as cellular compound, nitrogen metabolism, and carbohydrate metabolism. 

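Several enzymes of chlorophyll synthesis, which act in the chloroplast, fell in both intermediates. Protochlorophyllide oxidoreductase PORC (AT1G03630) fell from 941 ± 67.3 rpm in *M. moricandioides* to 451 ± 71.8 in *M. arvensis* (log2 fold change -1.14, adjusted p = 0.00096 from edgeR) and 444 ± 44.4 in *M. suffruticosa* (-1.15, adjusted p = 0.00305). Hydroxymethylbilane synthase HEMC (AT5G08280) had log2 fold changes of -0.85 and -1.20 and divinyl reductase DVR (AT5G18660) of -0.94 and -0.91. For all 3 genes every intermediate plant lay below every C_3_ plant. Of 23 enzymes listed before the data were examined, 18 passed the filter on low counts and were tested. Of the 18, 7 were lower and 1 higher in *M. arvensis* (7 and 1 adjusted over the list alone). In *M. suffruticosa* 4 of them were lower (5 adjusted over the list alone). As a set they were lower than other transcripts in both species (camera, adjusted p = 0.0454 in each; 0.932 with an estimated correlation). Of 2181 transcripts annotated to the chloroplast, 462 were lower and 292 higher in *M. arvensis* (Fisher's exact test of lower against higher, adjusted p = 3.2e-08). In *M. suffruticosa* 295 were lower and 148 higher (adjusted p = 2.2e-16 from the same test), and in both species 157 and 63 (adjusted p = 2.5e-11). They were set against other tested transcripts with an annotated location, 9453 in all with the group. The chloroplast group was chosen after the data were seen. The test counts each transcript as independent, so its p-values do not measure the spread between plants. In *M. arvensis* the excess of lower transcripts depends on the scaling, with 368 lower and 363 higher under library totals, although the balance still leaned to lower more than among other transcripts (adjusted p = 6.3e-05 from the same test), and without *M. arvensis* plant 9 they numbered 562 and 263. With the plant number as a block, 73 were lower and 40 higher in *M. arvensis* (Fisher's exact test, adjusted p = 0.403) and 10 and 7 in *M. suffruticosa*. A group set before the data were examined, genes described as plastid, had adjusted p of 1.1e-05 in *M. suffruticosa* and 0.00011 among common transcripts from this test. With a library left out these reached at most 0.145 and 0.136. None of the calls of camera in any list held with an estimated correlation.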

The cellular compartment mainly affected by transcript reduction in C_3_–C_4_ intermediates appeared to be the chloroplast (see Supplementary Table S6).

The metabolism in C_3_–C_4_ intermediate leaves is predicted to differ from C_3_ leaves mainly with respect to cellular distribution of photorespiratory processes and subsequent re-adjustment of C and N balance by metabolite shuttle mechanisms (Mallmann *et al.*, 2014). Transcripts predicted to be involved in all these processes were therefore studied in more detail. 

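Transcripts of the P-protein of glycine decarboxylase mapped to GLDP2 (AT2G26080), at 3613 ± 621 rpm in *M. moricandioides*, 4022 ± 462 in *M. arvensis* and 3158 ± 729.7 in *M. suffruticosa* (SD, n = 4, 4 and 3 plants). Its log2 fold change was 0.04 in *M. arvensis* (standard error 0.21, adjusted p = 0.883 from edgeR) and -0.25 in *M. suffruticosa* (0.22, adjusted p = 0.411). The glycine decarboxylase subunits GLDT (AT1G11860) and GLDH3 (AT1G32470) and the hydroxypyruvate reductase HPR1 (AT1G68010) had log2 fold changes of 0.32, 0.12 and 0.33 in *M. arvensis* and -0.16, -0.20 and -0.24 in *M. suffruticosa*, not past the threshold. Phosphoglycolate phosphatase PGLP1 (AT5G36700), the first enzyme of the pathway, fell in *M. arvensis* (-0.68, adjusted p = 0.00551) and in *M. suffruticosa* (-0.83, adjusted p = 0.00532 from edgeR). Glycerate kinase GLYK (AT1G80380), which closes the pathway, fell in *M. arvensis* (-1.29, adjusted p = 0.00046) and had -0.42 in *M. suffruticosa* (adjusted p = 0.184), with an adjusted p of 0.0119 between the intermediates. The less abundant hydroxymethyltransferase SHM2 (AT5G26780) fell in both (log2 fold changes -1.27 and -0.94), and the dicarboxylate transporter DIT1 (AT5G12860) fell in *M. arvensis* (-1.31). Of the 10 photorespiratory transcripts of Table S7, 2 fell in *M. arvensis* and 1 in *M. suffruticosa*. The list used here is wider and also holds SHM2 and DIT1, the latter a nitrogen shuttle transcript in Table S7. Of its 18 tested transcripts, 4 fell in *M. arvensis* and 2 in *M. suffruticosa* (4 and 2 adjusted over the list alone), and the others did not pass the test. The median log2 fold change was 0.12 in *M. arvensis*, where the mean was -0.14, and -0.29 in *M. suffruticosa* (camera, adjusted p = 0.572 and 0.137). In *M. suffruticosa* 4 transcripts fell when *M. arvensis* plant 9 was left out of the fit, 1 without *M. moricandioides* plant 12 or plant 15, and these calls were lost without any one of the *M. suffruticosa* plants.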

No changes were observed for transcripts encoding components of the photorespiratory pathway, in particular the GLDP protein, which is only present in the BS cell of C_3_–C_4_ intermediates (Fig. 5). Not all transcripts of the Calvin–Benson–Bassham (CBB) cycle did show significant differences between C_3_ and C_3_–C_4_ species. It was, however, noticeable that almost all transcripts tended to be reduced in the C_3_–C_4_ intermediate species when compared to C_3_ (Fig. 5).

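The relative of Rubisco activase RCA-like (AT1G73110) fell from 159.6 ± 53.2 rpm in *M. moricandioides* to 58.9 ± 13.5 in *M. arvensis* (log2 fold change -1.57, standard error 0.22, adjusted p = 0.00013 from edgeR) and 86.5 ± 12.4 in *M. suffruticosa* (-0.95, adjusted p = 0.00886). Triosephosphate isomerase TIM (AT2G21170) fell, with log2 fold changes of -1.04 in *M. arvensis* (adjusted p = 0.000159) and -0.76 in *M. suffruticosa* (adjusted p = 0.00406 from edgeR). The glyceraldehyde-phosphate dehydrogenase subunit GAPA2 (AT1G12900) fell in *M. arvensis* (-1.16, adjusted p = 0.0044 from edgeR) and had -0.86 in *M. suffruticosa* (adjusted p = 0.0444). CP12-2 (AT3G62410), a regulator that binds enzymes of the cycle in the dark, rose in *M. arvensis* (1.74, adjusted p = 0.000279) and *M. suffruticosa* (1.62, adjusted p = 0.00123 from edgeR), with every intermediate plant above every C_3_ plant. Rubisco activase RCA (AT2G39730), sedoheptulose-bisphosphatase SBPASE (AT3G55800) and aldolase FBA1 (AT2G21330) did not pass the test, with 0.02, 0.40 and 0.65 in *M. arvensis* and -0.57, 0.32 and 0.18 in *M. suffruticosa*. Of 26 transcripts of the cycle listed before the data were examined, 20 passed the filter on low counts and were tested. Of the 20, 6 were lower and 1 higher in *M. arvensis*, and 3 lower and 1 higher in *M. suffruticosa*. Adjusted over the list alone the counts were the same. Of the 20, 10 are in Table S7, whose values had been seen, with 5 of the lower ones in *M. arvensis* and 2 in *M. suffruticosa*. Phosphoglycerate kinase PGK2 (AT1G56190) had -0.82 in *M. arvensis* (adjusted p = 0.0496); without *M. arvensis* plant 9, whose PGK2 level was 2369.7 rpm against 1079 to 1237 rpm in the other *M. arvensis* plants, it had -1.37 (adjusted p = 4.8e-05 from edgeR). Leaving out *M. arvensis* plant 9 gave 12 lower transcripts in *M. arvensis* and 10 in *M. suffruticosa*. In *M. arvensis* there were 2 without *M. arvensis* plant 12 and 3 without plant 13, plant 15 or *M. moricandioides* plant 15, and in *M. suffruticosa* these calls were lost without *M. suffruticosa* plant 6 or plant 7.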

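Of the 20 tested CBB cycle transcripts, 15 had a negative log2 fold change in *M. arvensis* and 17 in *M. suffruticosa*. The median was -0.63 in *M. arvensis*, between -1.57 for RCA-like and 1.74 for CP12-2. In *M. suffruticosa* the median was -0.59, between -1.17 for ribose-5-phosphate isomerase RPI3 (AT3G04790, named after its value was seen) and 1.62 for CP12-2. Of the 10 transcripts of the cycle in Table S7, 7 were negative in *M. arvensis* and 8 in *M. suffruticosa*, and 5 and 2 passed the threshold as lower. These transcripts belong to the list too, were measured in the same libraries and are not independent evidence. Against all other transcripts, the listed set shifted downwards with a camera adjusted p of 0.115 in *M. arvensis* and 0.059 in *M. suffruticosa* (adjusted p = 0.958 and 0.932 with an estimated correlation).

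**Figure D1:**
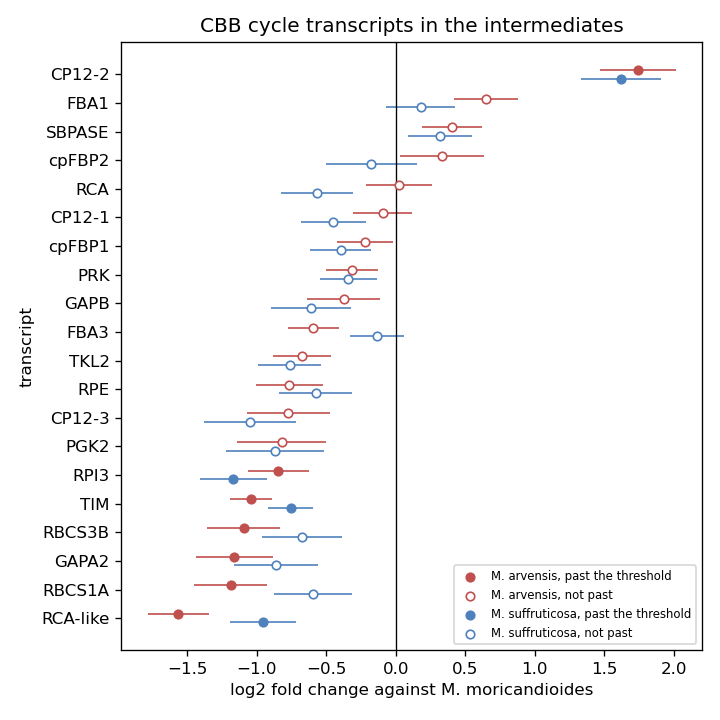
Log2 fold changes of the 20 tested CBB cycle transcripts in *M. arvensis* and *M. suffruticosa* against *M. moricandioides*. Bars are standard errors from edgeR, and filled points are transcripts past an adjusted p of 0.01. Most points lie left of 0, and CP12-2 lies farthest to the right in both species.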

**Fig. 5.**
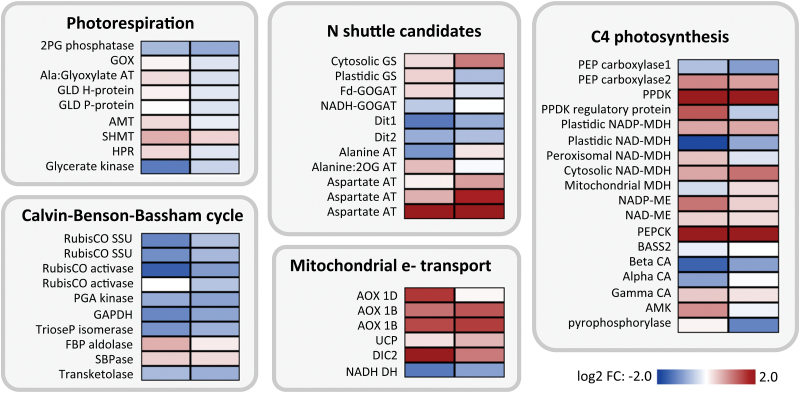
Transcriptional changes in selected pathways. The heat maps indicate the log_2_-fold changes in transcript level between C_3_–C_4_ species *M. arvensis* line MOR1 (left column) and *M. suffruticosa* (right column) and the C_3_ species *M. moricandioides*. Blue indicates reduced transcript abundance in C_3_–C_4_, red indicates enhanced transcript abundance in C_3_–C_4_.

Expression of transcripts belonging to the photorespiratory and CBB pathways is generally lower in C_4_ than C_3_ species (Brautigam *et al.*, 2011). The evolutionary trajectory of pathway expression from C_3_ via C_3_–C_4_ to C_4_ metabolism can be followed in *Flaveria* species and compared to the results from *Moricandia*. No large changes in the average transcript abundance of the photorespiratory pathway were detected in the intermediate *Flaveria* species. The abundance of photorespiratory transcripts decreased only in the C_4_-like *F. brownii* and then even more in the C_4_ species (Fig. 6). The same pattern was also observed for the CBB cycle. A decrease of CBB cycle transcripts in intermediates without increased C_4_ cycle activity, as we found in the two investigated *Moricandia* species, was not observed in *Flaveria* (Fig. 6).

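For the 10 CBB cycle transcripts of Table S7, z-scores of the mean rpm over the 3 *Moricandia* species had a median of 1.35 ± 0.32 in *M. moricandioides*, -0.81 ± 0.45 in *M. arvensis* and -0.40 ± 0.29 in *M. suffruticosa* (SD over single plants, n = 4, 4 and 3). Rubisco small subunit RBCS3B (AT5G38410) had z-scores of 1.34, -1.06 and -0.28 in this order. Of the 10 transcripts, 7 were highest in *M. moricandioides*, while 3 were highest in *M. arvensis*. For the 10 photorespiratory transcripts the medians were -0.18 ± 0.57 in *M. moricandioides*, 1.26 ± 0.76 in *M. arvensis* and -1.01 ± 0.36 in *M. suffruticosa*, and 8 of the 10 were highest in *M. arvensis*. A z-score over 3 means is fixed to the same spread for every transcript, whatever the size of its change, and no test was made of it. *Flaveria* was not analysed here.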

**Fig. 6.**
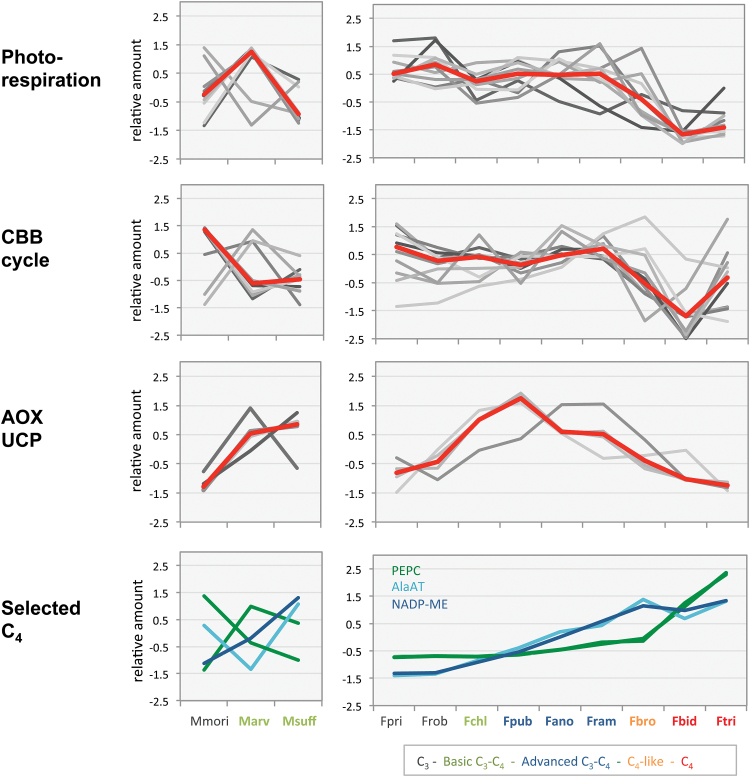
Comparison of the changes in transcript levels of the *Moricandia* species and *Flaveria* species with different degrees of C_4_ features. The graphs show the relative amount (*z*-score normalised data of mean rpm values) from transcripts belonging to the selected pathways. The general trend in the transcription pattern of a pathway is indicated in red as the median of the individual transcripts values. Species abbreviations are: Mmori, *M. moricandioides*; Marv, *M. arvensis*; Msuff, *M. suffruticosa*; Fpri, *F. pringlei*; Frob, *F. robusta*; Fchl, *F. chloraefolia*; Fpub, *F. pubescence*; Fano, *F. anomala*; Fram, *F. ramosissima*; Fbro, *F. brownii*; Fbid, *F. bidentis*; Ftri, *F. trinervia*.

Transcripts encoding enzymes with potential functions in the metabolite shuttles between MS and BS cells were inspected in detail. 

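ASP3 (AT5G11520), an aspartate aminotransferase, rose from 21.1 ± 2.92 rpm in *M. moricandioides* to 122 ± 9.03 in *M. arvensis* and 112 ± 4.5 in *M. suffruticosa* (SD, n = 4, 4 and 3), log2 fold changes of 2.44 (standard error 0.16, adjusted p = 8.2e-07 from edgeR) and 2.34 (0.17, adjusted p = 4.3e-06). ASP2 (AT5G19550) rose by 1.27 in *M. arvensis* (adjusted p = 0.000388) and 1.24 in *M. suffruticosa* (adjusted p = 0.00133 from edgeR), and ASP4 (AT1G62800) by 1.92 (adjusted p = 3.2e-05) and 2.59 (adjusted p = 1.8e-05). For these 3 genes every intermediate plant lay above every C_3_ plant. ASP1 (AT2G30970) and ASP5 (AT4G31990) rose in *M. suffruticosa*, by 1.78 (adjusted p = 0.0021) and 0.79 (adjusted p = 0.00648 from edgeR). In *M. arvensis* they had 0.63 (adjusted p = 0.123) and 0.13 (adjusted p = 0.541 from edgeR), and between the intermediates neither passed the threshold (adjusted p = 0.0208 and 0.0163). The bifunctional aminotransferase PPA-AT (AT2G22250) fell in *M. arvensis* (-0.93) and had 0.25 in *M. suffruticosa*. Of 10 listed aminotransferases 8 were tested. In *M. arvensis* 3 were higher and 2 lower, and in *M. suffruticosa* 5 were higher, with the same counts adjusted over the list alone.

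**Figure D2:**
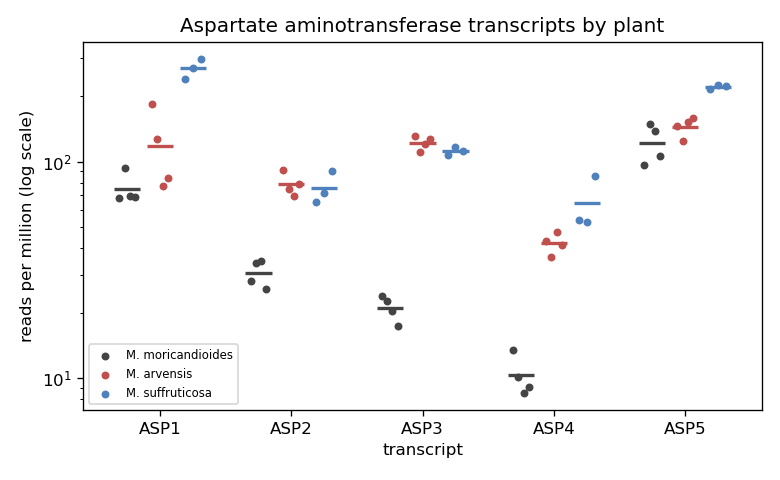
Levels in rpm of 5 aspartate aminotransferase transcripts in single plants, on a log scale, with lines at the species means. ASP2, ASP3 and ASP4 are higher in every plant of both intermediates than in every *M. moricandioides* plant.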

Only the aspartate aminotransferase (*AspAT*) encoding genes were enhanced in both intermediates compared to the C_3_ species (Fig. 5). Furthermore, transcripts that could potentially be recruited into a C_4_ cycle were tested for their pattern (Fig. 5). In *Flaveria*, basic C_3_–C_4_ intermediates were characterised by increases in alanine aminotransferase (*AlaAT*) and NADP-malic enzyme (*NADP-ME*) transcripts, in the evolutionary series this was followed by increases in *PEPC* transcripts, which were enhanced in all but one of the basic *Flaveria* intermediates (*F. chloraefolia*; Fig. 6). 

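Alanine aminotransferase AlaAT1 (AT1G17290) fell in *M. arvensis*, from 100.4 ± 25.6 rpm in *M. moricandioides* to 54.4 ± 13.5 rpm (log2 fold change -1.02, standard error 0.16, adjusted p = 0.000338 from edgeR). In *M. suffruticosa* it stood at 123 ± 3.81 rpm (0.23, adjusted p = 0.346), and the intermediates differed by -1.25 (adjusted p = 0.000299 from edgeR). The cytosolic malic enzyme NADP-ME2 (AT5G11670) rose in *M. arvensis* to 511 ± 206 rpm from 208 ± 41.4 rpm (1.12, adjusted p = 0.00141) and had 0.39 in *M. suffruticosa* (adjusted p = 0.229 from edgeR). The plastidic NADP-ME4 (AT1G79750) rose in *M. suffruticosa* (0.84, adjusted p = 0.00185) and had 0.31 in *M. arvensis* (adjusted p = 0.101 from edgeR). Between the intermediates neither malic enzyme passed the threshold (adjusted p = 0.034 for NADP-ME2 and 0.0222 for NADP-ME4).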

In C_3_–C_4_ intermediate *Moricandia* species, *AlaAT* transcripts were not enhanced, and only slight increases in *NADP-ME* transcripts were observed (Fig. 5). Another potential C_4_ decarboxylating enzyme, *PEPCK*, showed enhanced transcript abundance in the C_3_–C_4_*Moricandia* intermediates (Fig. 5; Supplementary Table S7). 

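PCK1 (AT4G37870), the main phosphoenolpyruvate carboxykinase, rose from 299.7 ± 82.6 rpm in *M. moricandioides* to 1703 ± 809.9 in *M. arvensis* and 2455 ± 192 in *M. suffruticosa* (SD, n = 4, 4 and 3). The log2 fold changes were 2.45 (standard error 0.38, adjusted p = 0.000263 from edgeR) and 2.96 (0.40, adjusted p = 0.000231), and every intermediate plant lay above every C_3_ plant. The paralogue PCK2 (AT5G65690) had 1 read over the *M. moricandioides* plants, 113 over the *M. arvensis* plants and 69 over the *M. suffruticosa* plants, ratios of 128 (95% counting interval 22.4 to 5082) and 97.3 (16.9 to 3896). In *M. arvensis* the spread between plants was wide, with 2168 and 2607 rpm of PCK1 in plants 9 and 12 and 1002 and 1037 rpm in plants 13 and 15.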

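Pyruvate orthophosphate dikinase (PPDK, AT4G15530), which regenerates the CO_2_ acceptor of the C_4_ cycle, was measured at 129.8 ± 53.8 rpm in *M. moricandioides*, 544 ± 428 in *M. arvensis* and 555 ± 130.2 in *M. suffruticosa* (SD, n = 4, 4 and 3). It rose in *M. arvensis* by a log2 fold change of 2.09 (standard error 0.57, adjusted p = 0.00877 from edgeR). In *M. suffruticosa* the log2 fold change was 2.03 (0.59, adjusted p = 0.0195 from edgeR). Every plant of both intermediates had more PPDK (in rpm) than every *M. moricandioides* plant. Within *M. arvensis*, plant 9 reached 1151 rpm and the other 3 plants 239 to 539 rpm; without plant 9 the log2 fold change in *M. arvensis* was 1.18 (adjusted p = 0.0272) and that in *M. suffruticosa* 2.02 (adjusted p = 0.00246 from edgeR). The call in *M. arvensis* was also lost when any one of the *M. moricandioides* or *M. suffruticosa* plants or *M. arvensis* plant 12 was left out.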

The same was true for the *PPDK* transcripts. Two *PEPC* transcripts with C_3_-like characteristics (Paulus *et al.*, 2013) were found in noticeable amounts in *Moricandia* leaves. The higher-abundant form was actually reduced compared to the C_3_ transcriptome, and only the lower-abundant form was enhanced in the intermediates (Fig. 5; Supplementary Table S7).

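PPC2 (AT2G42600), the more abundant PEPC transcript, was measured at 1232 ± 329 rpm in *M. moricandioides*, 822 ± 305 in *M. arvensis* and 671 ± 22.6 in *M. suffruticosa* (SD, n = 4, 4 and 3). Its log2 fold change was -0.61 in *M. arvensis* (standard error 0.31, adjusted p = 0.121 from edgeR) and -0.94 in *M. suffruticosa* (0.34, adjusted p = 0.052), so neither passed the threshold. *M. arvensis* plant 9 had 1253 rpm and the other *M. arvensis* plants 595 to 826 rpm of PPC2, and without plant 9 the transcript fell in both, with -1.08 in *M. arvensis* (adjusted p = 0.00115) and -0.95 in *M. suffruticosa* (adjusted p = 0.00393 from edgeR). PPC1 (AT1G53310), at 84.0 ± 14.9 rpm in *M. moricandioides*, rose in *M. arvensis* to 175 ± 20.5 rpm (0.97, adjusted p = 0.00169 from edgeR) and had 0.78 in *M. suffruticosa* (adjusted p = 0.0141), with every intermediate plant above every C_3_ plant.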

The GLD/SHMT reaction in the BS also produces NADH and this may require adjustments of the redox balance in the cells. 

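AOX1B (AT3G22360) rose from 39.8 ± 13.8 rpm in *M. moricandioides* to 93.5 ± 5.16 in *M. arvensis* and 108 ± 3.07 in *M. suffruticosa* (SD, n = 4, 4 and 3), log2 fold changes of 1.13 (standard error 0.23, adjusted p = 0.0017 from edgeR) and 1.36 (0.25, adjusted p = 0.00143). AOX1C (AT3G27620) rose by 1.45 (adjusted p = 0.000183) and 1.55 (adjusted p = 0.000349 from edgeR). Both genes encode alternative oxidases, which pass electrons to oxygen without proton pumping, and each is the best match of the other in the deposited descriptions, so reads may be shared between them, which was not tested. Summed, the pair rose by 1.29 in *M. arvensis* (adjusted p = 0.000606) and 1.45 in *M. suffruticosa* (adjusted p = 0.000789 from edgeR). AOX1D (AT1G32350), at 1.78 ± 0.298 rpm in *M. moricandioides*, rose in *M. arvensis* to 5.95 ± 1.28 rpm (1.60, adjusted p = 0.00059) and had 0.09 in *M. suffruticosa* (adjusted p = 0.841 from edgeR), and the intermediates differed by 1.50 (adjusted p = 0.00302).

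**Figure D3:**
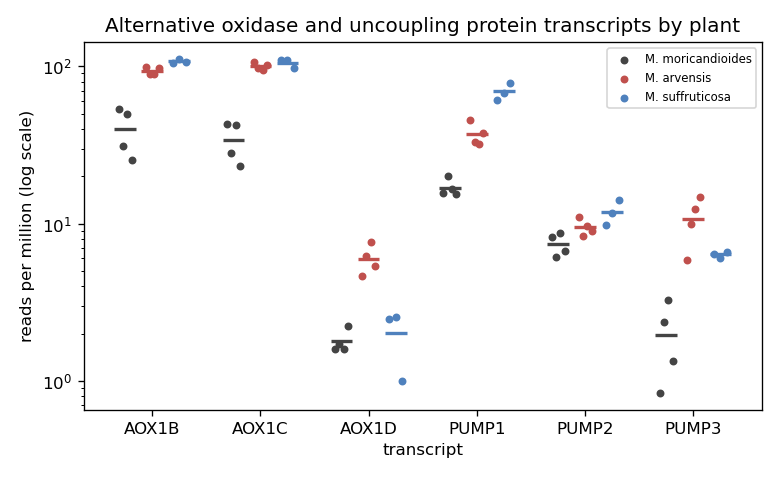
Levels in rpm of 3 alternative oxidase and 3 uncoupling protein (PUMP) transcripts in single plants, on a log scale, with lines at the species means. AOX1B, AOX1C, PUMP1 and PUMP3 are higher in every plant of both intermediates than in every *M. moricandioides* plant.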

Strong increases were observed for transcripts encoding alternative oxidases (*AOX*) in the C_3_–C_4_ intermediates. 

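PUMP1 (AT3G54110), which encodes a mitochondrial uncoupling protein, rose from 16.9 ± 2.17 rpm in *M. moricandioides* to 37.0 ± 6.27 in *M. arvensis* (1.05 on the log2 scale, adjusted p = 0.00134 from edgeR) and 69.1 ± 8.61 in *M. suffruticosa* (1.97, adjusted p = 7.3e-05). PUMP3 (AT1G14140), at 1.95 ± 1.08 rpm in *M. moricandioides*, rose by 2.29 (adjusted p = 0.000267) and 1.63 (adjusted p = 0.00594 from edgeR). PUMP2 (AT5G58970), the uncoupling protein listed in Table S7, had 0.25 in *M. arvensis* (standard error 0.23, adjusted p = 0.373) and 0.61 in *M. suffruticosa* (0.24, adjusted p = 0.0691 from edgeR). The dicarboxylate carrier DIC2 (AT4G24570) had 1.02 ± 0.549 rpm in *M. moricandioides*, 5.37 ± 5.11 in *M. arvensis* and 2.23 ± 1.79 in *M. suffruticosa* (SD, n = 4, 4 and 3). Its log2 fold change was 2.22 in *M. arvensis* (adjusted p = 0.0256; without plant 9, 2.55 and adjusted p = 0.00699 from edgeR) and 1.05 in *M. suffruticosa* (adjusted p = 0.34). Single *M. arvensis* plants ranged from 0.704 to 12.7 rpm of DIC2.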

The same tendency was found for the uncoupling protein (*UCP*) and the dicarboxylate transporter *DIC2* (see Supplementary Table S7). A NADH dehydrogenase transcript on the other hand was reduced in the C_3_–C_4_ leaves (Fig. 5). 

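NDC1 (AT5G08740), a type II NAD(P)H dehydrogenase of plastids and mitochondria, fell from 104 ± 16.8 rpm in *M. moricandioides* to 45.1 ± 5.7 in *M. arvensis* (adjusted p = 0.00034 from edgeR) and 58.0 ± 4.9 in *M. suffruticosa* (log2 fold change -0.92, standard error 0.23, adjusted p = 0.0088). Every plant of both intermediates lay below every C_3_ plant. The call in *M. suffruticosa* was lost when any one of the *M. suffruticosa* plants was left out, with log2 fold changes of -1.04 to -0.65 over all settings tried. From the NADH released by the GLD/SHMT reaction in the BS, the paper proposes that the redox balance of the cells may need adjustment, and it reads the changes of these transcripts in that light.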

Increases in *AOX* and *UCP* transcripts were not unique to *Moricandia*, but were also observed in the C_3_–C_4_*Flaveria* intermediates. In the C_4_-like and C_4_*Flaveria* species, the *AOX* and *UCP* transcripts decreased again compared to the C_3_ plant. Hence the increase in *AOX* transcript abundance was a common feature in C_3_–C_4_ intermediate *Moricandia* and *Flaveria* species (Figs 5 and 6).

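Over the 4 AOX and UCP transcripts of Table S7, the median z-score of the mean rpm was -1.29 ± 0.43 in *M. moricandioides*, 0.54 ± 0.17 in *M. arvensis* and 0.86 ± 0.25 in *M. suffruticosa* (SD over single plants, n = 4, 4 and 3). All 4 were lowest in *M. moricandioides*, 3 were highest in *M. suffruticosa* and 1, AOX1D, in *M. arvensis*. AOX1D had z-scores of -0.77 in *M. moricandioides*, 1.41 in *M. arvensis* and -0.65 in *M. suffruticosa*, and PUMP2 had -1.19, -0.06 and 1.26. The rpm of PUMP2 itself were used here, while the rpm listed for it in Table S7 are those of PUMP1. The alternative oxidases of the list count as 3 of the 4 transcripts, and 2 of them, AOX1B and AOX1C, are each the best match of the other in the deposited descriptions.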

### *Moricandia* species possess only a single copy of the *GLDP* gene

The number of *GLDP* copies and their phylogenetic relationship was investigated in the Brassicaceae. Only species where full genome information was available were considered for the comparison. *Arabidopsis thaliana* has two copies of the gene, *AtGLDP1* and *AtGLDP2* (Engel *et al.*, 2007). Comparison with other Brassicaceae revealed that other species from the Brassicaceae lineage I (*Arabidopsis lyrata*, *Camalina sativa*, *Capsella rubella*) as well as species from the extended lineage II (*Eutrema salsugineum*, *Thellungiella halophila*) also possess transcripts with high similarity to both *Arabidopsis* genes (Fig. 7). From *Arabis alpina* only the *AtGLDP2*-like gene was identified. In the *Brassica* species *B. rapa*, *B. oleracea*, and *B. napus* on the other hand, only *AtGLDP1*-like copies were found (Fig. 7). Transcriptomes from mature leaves of *M. moricandioides*, *M. suffruticosa*, *M. arvensis*, *Dipoltaxis tenuifolia*, *D. viminea*, and *D. muralis* also assembled only copies with high similarity to the *AtGLDP1* gene. In all these species, *GLDP* was represented by one unique transcript. Two transcripts were assembled only in *D. muralis*, one with a high similarity to the sequence of *D. tenuifolia* and the other one with high similarity to the *D. viminea* sequence. Since *D. muralis* is a hybrid between these two species, this was expected and underlines the successful assembly of the *GLDP* gene sequences in our study. An assembly of gene sequences from a leaf transcriptome could still miss copies that are simply not expressed at all in the leaves examined. The complete absence of *AtGLDP2*-like sequences also in the genome of the sequenced *Brassica* species, however, indicated that the *AtGLDP2* copy was absent in the whole Brassiceae subgroup containing *Brassica*, *Moricandia*, and *Diplotaxis* species, most likely by loss at the base of Brassiceae subgroup.

**Fig. 7.**
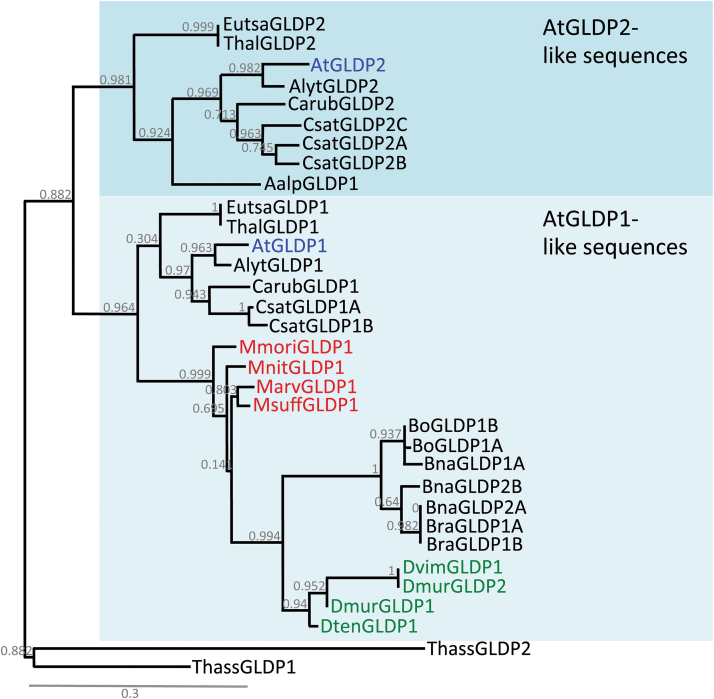
Phylogenetic tree of the glycine decarboxylase P-protein (GLDP) coding sequences in selected Brassicaceae. The *GLDP* copies from *Arabidopsis thaliana* are highlighted in blue, *Moricandia* species are in red, and *Diplotaxis* species are in green. Species abbreviations are: At, *Arabidopsis thaliana*; Alyt, *Arabidopsis lyrata*; Aalp, *Arabis alpina*; Bna, *Brassica napus*; Bo, *B. oleraceae*; Bra, *B. rapa*; Eutsa, *Eutrema salsugineum*; Thal, *Thellungiella halophile*; Csat, *Camelina sativa*; Carub, *Capsella rubella*; Thass, *Tarenaya hassleriana*; Mmori, *Moricandia moricandioides*; Mnit, *Moricandia nitens*; Marv, *Moricandia arvansis* line MOR1; Msuff, *Moricandia suffruticosa*; Dvim, *Diplotaxis viminea*; Dten, *Diplotaxis tenuifolia*; Dmur, *Diplotaxis muralis*). Branch support is determined by an approximate likelihood ratio test.

## Discussion

### Evolution from C_3_ to C_3_–C_4_ was promoted by lack of a second *GLDP* copy in the Brassiceae

Evolution of C_4_ photosynthesis is not equally distributed across the plant kingdom, being frequent in some groups but completely absent from many others with similar growth forms (Sage *et al.*, 2011*a*; Sage, 2016). In the Brassicaceae we find no true C_4_, but possibly three independent C_3_–C_4_ lines (*Moricandia*, *Diplotaxis tenuifolia*, *Brassica gravinae*), and all these lines belong to the Oleracea group of the Brassiceae (Warwick and Sauder, 2005; Arias *et al.*, 2014).

The decisive step from C_3_ to C_3_–C_4_ intermediacy is associated with a shift of the activity of photorespiratory GLD from ubiquitous expression to almost exclusive expression in the BS (Heckmann *et al.*, 2013; Khoshravesh *et al.*, 2016). Detailed studies of the promoter sequences of the GLDP in *Flaveria* have shown that the regulatory elements mediating BS-specific expression were already present in the C_3_ ancestors (Schulze *et al.*, 2013). *Flaveria* species possess two copies of the *GLDP* gene: one is ubiquitously expressed in the leaf tissue (*GLDPB*), while transcripts of the other one were found exclusively in the BS (*GLDPA*). The transition from C_3_ to C_3_–C_4_ photosynthesis in *Flaveria* was then realised via a gradual decrease and finally pseudogenization of the ubiquitously expressed copy and exclusive expression of the BS-specific gene (Schulze *et al.*, 2013).

*Arabidopsis thaliana* belongs to the lineage I of the Brassicaceae and also possesses two copies of the *GLDP* gene, *AtGLDP1* and *AtGLDP2*, and both are abundantly expressed in leaf tissue (Engel *et al.*, 2007). Orthologs of the genes were also detected in species from the same lineage and also in the extended lineage II of Brassicaceae. Only in the Brassiceae subgroup, which includes all known C_3_–C_4_ Brassicaceae species, was the *AtGLDP2*-like copy missing (Fig. 7). The step from C_3_ to C_3_–C_4_ photosynthesis in the Brassicaceae was apparently facilitated by loss of the *GLDP2* copy. Analysis of the promoter region from the *AtGLDP1* gene revealed the presence of an MS (M-box) as well as a BS/vein (V-box) -specific element and these were highly conserved throughout the Brassicaceae family (Adwy *et al.*, 2015). Changes in the M-box of the promoter could therefore easily lead to loss of gene function in the mesophyll, and without a second copy of the gene, BS-specific *GLDP* expression typical for the C_3_–C_4_ species could be realised, driven by the V-box. This scenario is supported by the absence of the M-box but the conserved presence of the V-box in the *GLDP* promoter of the C_3_–C_4_ species *Moricandia nitens* (Zhang *et al.*, 2004; Adwy *et al.*, 2015). In *Flaveria*, it has been hypothesised that a gradual decrease of MS *GLDP* expression might have been crucial for the adjustment of intercellular metabolism (Schulze *et al.*, 2013). It will be interesting to investigate whether single nucleotide changes are sufficient to completely disrupt the function of the Brassicaceae M-box. So despite the differences in the order of events in *Flaveria* and *Moricandia*, in both genera BS-specific elements were present in the *GLDP* promoter sequences of C_3_ ancestors and the transition from C_3_ to C_3_–C_4_ photosynthesis could be promoted by small changes in the genome.

### C_3_–C_4_ characteristics are stable in different *Moricandia* species

*Moricandia* species had been characterised for their specific physiological, anatomical, and biochemical properties (Bauwe and Apel, 1979; Rawsthorne *et al.*, 1988*a*, *b*; Brown and Hattersley, 1989), but direct comparisons of the results from the different laboratories could be problematic because the features investigated might vary among different accessions of the same species (Sayre and Kennedy, 1977). We therefore tested CO_2_ compensation points and phylogenetic relationships between one C_3_*M. moricandioides* line and eight different C_3_–C_4_ intermediate lines. In the phylogenetic tree, all C_3_–C_4_ intermediates of *Moricandia* formed a monophyletic clade, indicating that the evolution of C_3_–C_4_ photosynthesis probably occurred once, with subsequent speciation (Fig. 1A). The CO_2_ compensation points of all the C_3_–C_4_ lines tested were significantly lower than in C_3_ relatives and higher than in the C_4_ species *G. gynandra*, but the lines did not differ amongst each other (Fig. 1B).

In the C_3_–C_4_ accessions *M. arvensis* line MOR1 and *M. suffruticosa*, the reduction in CO_2_ compensation point was closely associated with an increase in organelle number and their centripetal arrangement in the BS cells of the mature leaf (Fig. 3). A very similar picture has been described for the C_3_–C_4_ species *Moricandia spinosa* (Brown and Hattersley, 1989) and *M. arvensis* (Holaday *et al.*, 1981), as well as C_3_–C_4_ species from other plant families (McKown and Dengler, 2007; Muhaidat *et al.*, 2011; Khoshravesh *et al.*, 2016). BS cells in the C_3_–C_4_ intermediates are still in direct contact with the intercellular space and CO_2_ can diffuse in and out of the cell. Therefore, the efficiency of the glycine shuttle and re-fixation of the released CO_2_ depends on the close arrangement of the mitochondria, where CO_2_ is released, and the chloroplasts, where the carboxylation reaction of Rubisco can profit from the proximate increase in CO_2_ concentration.

After establishment of the photorespiratory glycine shuttle, further fitness gains are predicted by support of the glycine shuttle by C_4_ acids, which serve as carbon backbones for re-assimilation of photorespiratory ammonia (Heckmann *et al.*, 2013; Mallmann *et al.*, 2014). The majority of *Flaveria* C_3_–C_4_ intermediates are characterised by enhanced PEPC activity and a limited C_4_ cycle (Vogan and Sage, 2011; Mallmann *et al.*, 2014). In C_3_–C_4_ intermediate *Moricandia* species, the PEPC activity was not changed compared to the C_3_ species (Fig. 2G). Earlier measurements of PEPC activity in *M. arvensis* showed a slight two-fold increase in comparison to the C_3_ species *M. foetida* (Holaday *et al.*, 1981). However, ^14^C labelling experiments gave no further evidence for a significant contribution of C_4_ acids to the photosynthetic carbon assimilation (Holaday and Chollet, 1983; Hunt *et al.*, 1987). Values for δ^13^C, which would indicate a substantial contribution of PEPC to primary CO_2_ fixation, were also indistinguishable between C_3_ and C_3_–C_4_*Moricandia* species. In *Flaveria*, the installation of the glycine shuttle led to implementation of different degrees of the C_4_ cycle, including true C_4_ photosynthesis, but in the *Moricandia* species analysed similar developments were not accompanied by a substantial C_4_ pathway contribution.

### C_3_–C_4_ specific metabolism influences metabolite but not transcript patterns in *Moricandia*

The absence of GLD is thought to induce enhanced glycine concentration in the MS, followed by diffusion of the metabolite to the BS (Rawsthorne and Hylton, 1991). As expected, an increase in the glycine concentration was detectable in total leaf extracts from *M. arvensis* and *M. suffruticosa* (Fig. 4). Serine, as the direct product of the GLD/SHMT, reaction is most likely one of the metabolites transported back to the MS cell. Just like glycine, its steady-state pool is typically increased in C_3_–C_4_ intermediate leaf extracts and it is characterised by a high turnover rate in the illuminated leaf (Fig. 4; Rawsthorne and Hylton, 1991). The pools of metabolites suggested to maintain N-balance (e.g. glutamate, alanine, malate) were also increased in the C_3_–C_4_*Moricandia* lines when compared to the C_3_ relative species; only aspartate was enhanced in just one intermediate line. A strong preference for one of the suggested shuttle mechanisms could, however, not be detected. The results tend to suggest that many shuttles contribute to the metabolic balancing between the cells (Fig. 8), and it is very well possible that further metabolites are involved.

**Fig. 8.**
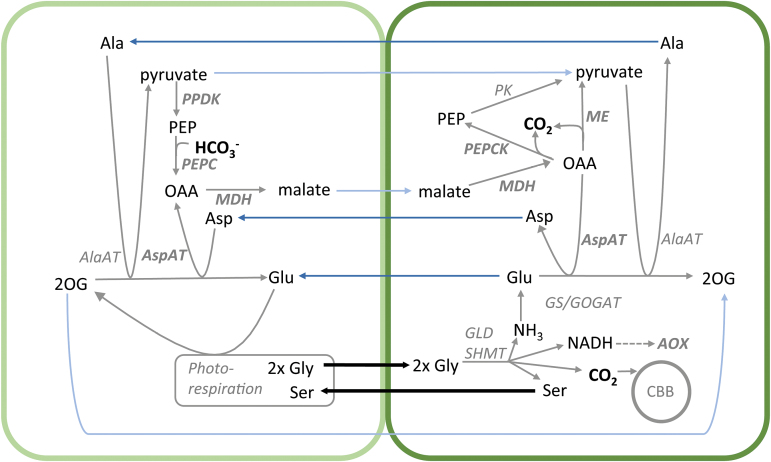
Model of metabolite shuttle network active between the mesophyll cells (left) and bundle sheath cells (right) of C_3_–C_4_ intermediate *Moricandia* species. The inactivity of the photorespiratory glycine decarboxylating complex in the mesophyll cells leads to glycine accumulation and transport to the bundle sheath. In the mitochondria of bundle sheath cells two molecules of glycine are converted by the GLD/SHMT complex to serine, CO_2_, NH_3_, and NADH. In the adjacent chloroplasts the bundle sheath Rubisco is exposed to enhanced CO_2_ conditions. The imbalance created by parallel release of NH_3_ requires further adjustment of C and N metabolism that is probably realised by a whole network of reactions, including additional shuttling of amino acids from the bundle sheath to the mesophyll (dark blue arrows), and re-shuttling of organic acids (light blue arrows). Enzymes highlighted in bold could be associated with an increased abundance of at least one transcript copy.

In contrast to the metabolite patterns, a C_3_–C_4_-related transcript pattern could not be detected in the PCA of *Moricandia* transcriptomes. 

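Between the intermediates, 1463 transcripts were higher and 1544 lower in *M. arvensis* than in *M. suffruticosa*, 19.3% of those tested. VSP2 (AT5G24770), a vegetative storage protein induced by jasmonate, stood at 90.3 ± 137 rpm in *M. arvensis* and 5121 ± 2983 rpm in *M. suffruticosa* (log2 fold change -5.60, adjusted p = 0.0030 from edgeR). The cystatin-like transcript AT5G56910 rose in *M. arvensis* against *M. moricandioides* by 5.14, and had 1 read over the *M. suffruticosa* plants, a ratio of *M. arvensis* to *M. suffruticosa* of 641 (95% counting interval 115 to 25368). GRP7 (AT2G21660), a clock-controlled RNA-binding protein, was higher in *M. arvensis* than in *M. suffruticosa* by 2.22 (standard error 0.27, adjusted p = 0.000123 from edgeR). Of the transcripts past the threshold in both comparisons with *M. moricandioides*, 359 also differed between the intermediates. The log2 fold changes of both intermediates against *M. moricandioides* had a correlation of 0.58 across transcripts, against 0.46 in counts simulated with no difference between species, because both comparisons share the *M. moricandioides* libraries. The covariance, which also reflects the size of the changes, was 1.05 against 0.0539 simulated. Without *M. suffruticosa* plant 7 or plant 6 the calls between the intermediates numbered 1549 and 1736.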

The partly random enrichment of GO-terms in the commonly up- and down-regulated transcripts also suggested that species-specific differences had a major influence on the transcript pattern. The results differed considerably from the picture obtained for comparisons of transcriptomes from C_3_ and C_4_ species (Brautigam *et al.*, 2011, 2014; Gowik *et al.*, 2011), which were always characterised by a very strong C_4_ signature with very high abundance of all transcripts encoding the C_4_ photosynthesis proteins, including *PEPC*, *PPDK*, *ME*, *NADP-MDH*, *AspAT*, and adenosine monophosphate kinase (Brautigam *et al.*, 2014). Changes in the *Moricandia* lines were on a much smaller scale, but some transcripts encoding enzymes associated with C_4_ metabolism, such as *PPDK*, *PEPCK*, a plastidic *NADP-MDH*, a cytosolic *NAD-MDH*, and three copies of *AspAT*, were also enhanced in both C_3_–C_4_ intermediate species. 

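The plastidic NADP-MDH (AT5G58330), which makes malate in the chloroplast, was at 452 ± 81.9 rpm in *M. moricandioides*, 791 ± 129 in *M. arvensis* and 786 ± 68.9 in *M. suffruticosa* (SD, n = 4, 4 and 3). Its log2 fold change was 0.72 in *M. arvensis* (standard error 0.22, adjusted p = 0.0175 from edgeR) and 0.72 in *M. suffruticosa* (0.24, adjusted p = 0.0338), with every intermediate plant above every C_3_ plant. The cytosolic malate dehydrogenase cMDH1 (AT1G04410) rose in *M. arvensis* (0.72, adjusted p = 0.00762) and *M. suffruticosa* (1.14, adjusted p = 0.00124 from edgeR), and without *M. arvensis* plant 9 it had 0.50 in *M. arvensis* (adjusted p = 0.0103). The plastidic NAD-dependent enzyme pNAD-MDH (AT3G47520) fell, with log2 fold changes of -1.80 and -0.84. Adenosine monophosphate kinase AMK2 (AT5G47840) rose in *M. arvensis* (0.90, adjusted p = 0.00252) and had -0.11 in *M. suffruticosa* (adjusted p = 0.729 from edgeR).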

The same was true for one *PEPC* copy (Supplementary Table S5).

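PPC1 differed between the intermediates by 0.19 on the log2 scale (adjusted p = 0.52 from edgeR). Over all settings tried, its log2 fold change was 0.75 to 1.07 in *M. arvensis* and 0.67 to 0.86 in *M. suffruticosa*. The bacterial-type PEPC transcript PPC4 (AT1G68750, named after its values were seen) rose in *M. suffruticosa* from 10.0 ± 1.97 to 45.7 ± 15.8 rpm (2.12, adjusted p = 0.000792 from edgeR) and had -0.42 in *M. arvensis* (adjusted p = 0.318).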

In *Flaveria*, only *F. chorifoliae* displayed a similar level of C_3_–C_4_ metabolism as the *Moricandia* species tested, with no significant contribution of PEPC and the C_4_ cycle. However, even this basic C_3_–C_4_ intermediate species showed increases in transcript abundance of *AlaAT* and *NADP-ME*, and these changes were associated with the operation of the N-balancing shuttle mechanisms. 

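Of 38 listed homologues of C_4_ cycle enzymes and transporters 31 were tested. Of the 31, 11 were higher and 4 lower in *M. arvensis* (12 and 4 adjusted over the list alone). In *M. suffruticosa* 7 were higher and 2 lower (8 and 2 adjusted over the list alone). The median log2 fold change of the list was 0.38 in *M. arvensis* and 0.31 in *M. suffruticosa*. The carbonic anhydrase CA1 (AT3G01500) fell in *M. arvensis*, from 10995 ± 939 to 3989 ± 1261 rpm (-1.52, adjusted p = 0.00113 from edgeR), and had -0.91 in *M. suffruticosa* (adjusted p = 0.0435). CA3 (AT1G23730) fell in both (-0.83 and -0.94). As a set the list was not shifted against other transcripts (camera, adjusted p = 0.496 in *M. arvensis* and 0.239 in *M. suffruticosa*). Fry, which does not set the list against other transcripts, gave adjusted p = 0.101 and 0.0491 in this order, both upwards.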

The fact that the transcript changes in the C_3_–C_4_ intermediate *Moricandia*s were usually moderate or small compared with true C_4_ species supported the hypothesis that there was not one main shuttle operating. Not all steps predicted in the model shown in Fig. 8 were accompanied by increases in transcript levels. This might not be necessary because the required enzymes are not only present in a C_3_ background (Aubry *et al.*, 2011), but also of high enough abundance. It is furthermore possible that transcripts did not change in their general abundance between C_3_ and C_3_–C_4_ species, but that they were affected in their post-transcriptional regulation or cellular distribution instead. 

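Glutamine synthetase GLN1;2 (AT1G66200), a cytosolic enzyme that takes up ammonium, rose in *M. suffruticosa* from 439 ± 42.2 to 944 ± 301 rpm (1.04, adjusted p = 0.00838 from edgeR) and had 0.31 in *M. arvensis* (adjusted p = 0.304). GLN1;5 (AT1G48470) rose in *M. arvensis* by 1.14 (adjusted p = 0.00106) and had 0.78 in *M. suffruticosa* (adjusted p = 0.0214 from edgeR). Plastidic glutamine synthetase GS2 (AT5G35630) and the glutamate synthase GLU1 (AT5G04140) had 0.36 and 0.33 in *M. arvensis* and -0.63 and -0.29 in *M. suffruticosa*, not past the threshold. The dicarboxylate transporter DiT2.2 (AT5G64280) fell in both (-0.79 and -0.62). Of the 13 transcripts for nitrogen shuttles in Table S7, 3 rose and 3 fell in *M. arvensis*, and 5 rose and 1 fell in *M. suffruticosa*. The 8 tested aspartate and alanine aminotransferases include 6 from Table S7 with values that had been seen. As a set they were higher in *M. suffruticosa* (camera, adjusted p = 0.000878, and 0.932 with an estimated correlation). Their median log2 fold change was 1.01 there and 0.58 in *M. arvensis* (camera, adjusted p = 0.239). Table S7 holds values from these same libraries and is not independent evidence. The calls of GLN1;2 and DiT2.2 in *M. suffruticosa* were lost when any one of the *M. suffruticosa* plants was left out.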

Overall, metabolite as well as transcript patterns indicated that the N metabolism between MS and BS was adjusted by multiple pathways.

### Redox balance requires transcriptional changes

When the GLD reaction is shifted to the BS, it increases not only the release of CO_2_ and NH_4_ in the BS mitochondria, but also produces high amounts of NADH (Fig. 8). 

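Of 15 listed transcripts of alternative mitochondrial electron transport, 5 were higher in *M. arvensis*, namely AOX1B, AOX1C, AOX1D, PUMP1 and PUMP3, and 1, NDC1, was lower. In *M. suffruticosa* 4 were higher, the same transcripts without AOX1D, and 1 was lower. Adjusted over the list alone, 5 were higher and 1 lower in *M. arvensis*, and 4 higher and 3 lower in *M. suffruticosa*. PUMP1 was higher in *M. suffruticosa* than in *M. arvensis* (log2 fold change of *M. arvensis* over *M. suffruticosa* -0.92, standard error 0.22, adjusted p = 0.00695 from edgeR). The list as a set had a median log2 fold change of 0.25 in *M. arvensis* and 0.61 in *M. suffruticosa* (camera, adjusted p = 0.504 and 0.25). Fry, which does not set the list against other transcripts, gave adjusted p = 0.0491 and 0.0308 in this order, both upwards.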

In *Moricandia*, three *AOX* and one *UCP* transcripts were more abundant in the leaves of C_3_–C_4_ intermediate species than in the C_3_ relative, suggesting that re-balancing the redox metabolism of the mitochondria is supported by alternative electron transport. Increases in *AOX* are usually found under stress, but *AOX* expression is also affected in photorespiratory mutants (Voss *et al.*, 2013). The association of enhanced alternative electron transport in C_3_–C_4_ photosynthesis could be verified by comparisons with the transcript patterns in different *Flaveria* species. Increases in *AOX* transcripts were also present in the intermediate species but they returned to C_3_ levels in the C_4_ species (Fig. 6), indicating that redox balance is harmonised again after full implementation of the C_4_ cycle. This model predicts the irretrievable loss of the mitochondrial NADH transported by the photorespiratory pump.

### Anatomical and environmental constrains could be responsible for impeded evolution towards C_4_ in *Moricandia*

In the model presented by Mallmann *et al.* (2014), the initial shift of the GLD in the C_3_–C_4_ intermediates promotes a smooth transition to C_4_ by gradual enhancement of the C_4_ cycle, but it does not provide a straightforward explanation why some species remain stuck in intermediacy. 

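NAD-ME1 (AT2G13560) and NAD-ME2 (AT4G00570), the subunits of mitochondrial malic enzyme, were at 99.3 ± 12.4 and 36.4 ± 7.13 rpm in *M. arvensis* and 90.7 ± 7.55 and 57.7 ± 5.75 rpm in *M. suffruticosa* (SD, n = 4 and 3), against 70.1 ± 10.9 and 42.2 ± 4.67 rpm in *M. moricandioides* (n = 4). None of these differences from the C_3_ species passed the threshold. The PPDK regulatory protein RP1 (AT4G21210) rose in *M. arvensis* from 29.8 ± 3.9 to 83.8 ± 25.6 rpm (1.34, adjusted p = 3.8e-05 from edgeR) and stood at 22.3 ± 2.19 rpm in *M. suffruticosa* (adjusted p = 0.0444). The pyruvate transporter BASS2 (AT2G26900) was at 344 ± 20.6, 335 ± 28.3 and 366 ± 42.6 rpm in *M. moricandioides*, *M. arvensis* and *M. suffruticosa*. Mitochondrial malate dehydrogenase mMDH1 (AT1G53240) was at 289.8 ± 19.9, 247 ± 18.9 and 379 ± 7.58 rpm in the same order.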

In *Moricandia*, the analysis of potential C_4_ cycle genes indicated that they are expressed, albeit at low level, in the intermediates and are theoretically capable of forming a C_4_ cycle. So possible reasons for abidance of *Moricandia* in the C_3_–C_4_ state could be lack of time or the absence of some genetic, anatomic, or environmental drivers for the transition to C_4_ to take place (Mallmann *et al.*, 2014; Heckmann, 2016).

Estimates of the time of split between C_3_ and C_3_–C_4_*Moricandia*s are between 11 Ma (Fig. 1A) and 2 Ma (Arias *et al.*, 2014). The same period was predicted to have passed since the separation of C_3_ and C_3_–C_4_ intermediate *Diplotaxis* species (Fig. 1A). In *Flaveria*, one of the youngest lines evolving C_4_ photosynthesis, C_3_–C_4_ metabolism is thought to have evolved about 3 Ma ago and, in at least one line, evolution to full C_4_ photosynthesis was completed about 1–0.5 Ma ago (Christin *et al.*, 2011*a*). Although accurate timing of these evolutionary events is difficult, the results indicate that evolution from C_3_–C_4_ to C_4_ might have been generally possible in the 2–11 Ma that elapsed since the origin of C_3_–C_4_ in *Moricandia*, but it would probably depend on several beneficial pre-conditions. Stability of C_3_–C_4_ metabolism for several Ma has also been described for a second lineage in *Flaveria* (*F. sonorensis*; Christin *et al.*, 2011*a*) and *Mollugo* (Christin *et al.*, 2011*b*).

Environmental conditions promoting C_4_ evolution can generally be associated with conditions of high photorespiration, such as high temperatures and C limitation of photosynthesis, which can be found in hot, open environments with water limitation and high salinity (Osborne and Sack, 2012; Brautigam and Gowik, 2016). In many habitats, nutrients other than carbon, for example bio-available nitrogen or phosphorus, restrict plant growth (Korner, 2015). The low carboxylation efficiency of *Moricandia* intermediates, as indicated by low initial slopes in the *A*-*C*_i_ curves (Fig. 2C), point to low N-content in leaves (Sage *et al.*, 1987), probably due to reduced levels of Rubisco and CBB cycle enzymes (Fig. 5). 

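The Rubisco small subunit transcripts RBCS1A (AT1G67090) and RBCS3B (AT5G38410) fell in *M. arvensis*, with -1.19 (standard error 0.26, adjusted p = 0.00264 from edgeR) and -1.09 (0.26, adjusted p = 0.00453) on the log2 scale. In *M. suffruticosa* they had -0.60 (adjusted p = 0.122) and -0.68 (adjusted p = 0.0869 from edgeR). Reads may be shared between the copies. Summed over all copies, RBCS reads were at 48369 rpm in *M. moricandioides*, 23396 in *M. arvensis* (log2 fold change -1.13, adjusted p = 0.00465 from edgeR) and 32489 in *M. suffruticosa* (-0.65, adjusted p = 0.109). *M. arvensis* plant 9 had 10465 rpm of RBCS1A and the other *M. arvensis* plants 6949 to 7403 rpm, and without plant 9 the log2 fold change of RBCS1A was -1.52 in *M. arvensis* and -0.61 in *M. suffruticosa* (adjusted p = 0.00827 from edgeR). The call of RBCS1A in *M. arvensis* was lost without *M. arvensis* plant 12.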

Lower leaf N-content was supported by higher C/N ratios and lower protein content per leaf dry-weight (Fig. 2). The advantages of intermediate *Moricandia*s were thus probably limited to very low CO_2_ partial pressures, as occur when stomata are closed due to water limitations, while C_3_*Moricandia*s reached higher assimilation rates under ambient CO_2_, as encountered when stomata are open. The low leaf protein content pointed to an evolutionary history of adaptation to N-limited environments. A comparison with *A*-*C*_i_ curves from other C_3_–C_4_ intermediate species showed that the phenotype is specific for *Moricandia*. In intermediate species of *Heliotropium*, the carboxylation efficiency of C_3_–C_4_ intermediates was slightly higher than in related C_3_ species (Vogan and Sage, 2011), and the carboxylation efficiency presented for C_3_–C_4_ intermediate *Flaveria* species are also similar to the C_3_ relatives (Dai *et al.*, 1996). Expression of CBB cycle genes was only reduced in *Flaveria* species with at least C_4_-like metabolism, while transcription remained comparable to C_3_ species in all C_3_–C_4_ intermediates (Fig. 6; Mallmann *et al.*, 2014). In both the C_3_–C_4_ intermediate *Moricandia* lines that were tested, on the other hand, the CBB cycle genes were already reduced at the basic intermediate state (Figs 5 and 6). 

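Transketolase TKL2 (AT2G45290) stood at 2966 ± 218 rpm in *M. moricandioides*, 1990.4 ± 239.6 in *M. arvensis* (log2 fold change -0.67, adjusted p = 0.0177 from edgeR) and 1825 ± 353 in *M. suffruticosa* (-0.76, adjusted p = 0.022). PGK2 had -0.87 in *M. suffruticosa* (adjusted p = 0.0738 from edgeR), and -0.88 (adjusted p = 0.00126) without *M. arvensis* plant 9 in the fit. Camera was also run on the 10 CBB cycle transcripts of Table S7, whose values from these libraries had been seen. Camera gave p = 0.0207 in *M. arvensis* and p = 0.0196 in *M. suffruticosa*, and p = 0.396 and p = 0.395 with an estimated correlation.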

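Asparagine synthetase ASN3 (AT5G10240) fell in both intermediates (log2 fold changes -2.09 in *M. arvensis* and -2.35 in *M. suffruticosa*), while ASN1 (AT3G47340), at 1.33 ± 0.223 rpm in *M. moricandioides*, rose by 2.38 and 1.68 (all adjusted p of 0.00094 or less from edgeR). Nitrate reductase NIA2 (AT1G37130) fell in *M. suffruticosa* (-1.33, adjusted p = 0.000203) and had -0.08 in *M. arvensis* (adjusted p = 0.713 from edgeR), and differed between the intermediates (1.25, adjusted p = 0.000306). Starch synthase SS1 (AT5G24300) fell (-1.52 and -1.18), and the branching enzyme SBE2.1 (AT2G36390) and the disproportionating enzyme DPE1 (AT5G64860) rose by 1.87 and 1.74 in *M. arvensis* and 2.94 and 1.14 in *M. suffruticosa*. Of 17 listed transcripts of nitrogen uptake and assimilation, 5 were higher and 1 lower in *M. arvensis*, and 3 higher and 4 lower in *M. suffruticosa* (5, 1, 6 and 4 adjusted over the list alone). Of 23 transcripts of starch and sucrose metabolism, 6 were higher and 4 lower in *M. arvensis*, and 6 higher and 3 lower in *M. suffruticosa* (7, 4, 6 and 3 adjusted over the list alone). As sets they were not shifted against other transcripts in *M. arvensis* (camera, adjusted p = 0.263 and 0.334) or in *M. suffruticosa* (adjusted p = 0.851 and 0.115). Fry does not set a list against other transcripts. With it nitrogen transcripts were higher in *M. arvensis* (fry, adjusted p = 0.0027) and starch and sucrose in *M. suffruticosa* (adjusted p = 0.0472). Nitrogen in *M. suffruticosa* and starch and sucrose in *M. arvensis* had adjusted p of 0.793 and 0.0935 from fry.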

Transcripts belonging to nitrogen as well as carbohydrate metabolism are enriched in the group of genes commonly reduced in the intermediate species. Thus, possibly both C and N limitation promoted the evolution of C_3_–C_4_ intermediacy in these species.

Finally, *Moricandia* provided new insights into the importance of anatomic enablers not only for the transition from C_3_ to C_3_–C_4_ but also for further evolution towards C_4_. Activation of BS cells and high vein density are essential pre-conditions for establishment of an efficient C_4_ cycle (Christin *et al.*, 2013; Khoshravesh *et al.*, 2016). The efficiency of the glycine shuttle and connected C- and N-balancing mechanisms depend on enhanced metabolite exchange between the MS and BS cells and are therefore also dependent on a limited distance between the two cell types. The importance of the narrow vein spacing increases with the increasing contribution of a C_4_ cycle in advanced C_3_–C_4_ intermediates and finally through to full C_4_ (McKown and Dengler, 2007). Plant families in which C_4_ photosynthesis evolved such as *Flaveria* and *Heliotropium* are generally characterised by vein densities considerably higher than in *Moricandia* (McKown *et al.*, 2005; Muhaidat *et al.*, 2011). It is therefore possible that limited anatomical pre-conditions hampered evolution to C_4_ in the Brassiceae.

## Conclusions

Current models suggest that after implementation of the photorespiratory CO_2_ pump, re-balancing of N and C metabolism promotes further shuttle mechanisms involving C_4_ metabolites between the MS and BS cells, and finally installation of highly efficient C_4_ photosynthesis (Mallmann *et al.*, 2014; Brautigam and Gowik, 2016). In *Moricandia*, the installation of a glycine shuttle was definitely successful, and they possessed BS-specific GLDP expression, low CO_2_ compensation points, and BS cells with a high number of centripetally arranged organelles. The metabolite pattern also suggests the activity of additional metabolite shuttles in the intermediates leaves. Establishment of the C_4_ cycle was apparently not hampered as the C_4_ cycle genes were present and expressed. Thus far, the situation in *Moricandia* does not look very different from *Flaveria*, but while some *Flaveria* lines progressed to C_4_, all *Moricandia* lines remained at the basic intermediate state. Lack of progression to C_4_ in the Brassicaceae could still be connected to chance, but our *Moricandia* data now provide evidence for possible constrains on the path to C_4_, namely anatomical limitation of efficient metabolite exchange or insufficient evolutionary pressure due to limitation in nutrients other than carbon, i.e. nitrogen. In contrast to C_3_–C_4_ lines with C_4_ relatives, intermediate Brassicaeae grow in colder climates (MR Lundgren and PA Christin, unpublished data), so pressure to reduce photorespiration might also be limited. In the end, limited environmental pressure and anatomical constrains might have led to metabolic balancing by multiple pathways rather that continued promotion of the C_4_ cycle in *Moricandia*. The analyses of additional intermediates with no closely related C_4_ species, especially with respect to their leaf architecture and N metabolism, will hopefully provide further glimpses into the evolution of intermediacy and of C_4_.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. Phenotypes of the tested *Moricandia* lines.

Figure S2. Statistical summary of *Moricandia* metabolite patterns.

Figure S3. Statistical summary of *Moricandia* transcript patterns.

Table S1. ITS sequences extracted from the NCBI database.

Table S2. Sequences for the glycine decarboxylase P-protein.

Table S3.: Protocol for combined conventional and microwave-proceeded fixation, dehydration, and resin embedding of *Moricandia* leaf sections for histological and ultrastructural analysis.

Table S4. Summary of metabolite, element, gas exchange, anatomy, and protein measurements.

Table S5. Transcripts significantly different in abundance between the three *Moricandia* species (*M. moricandioides, M. arvensis* line MOR1 and *M. suffruticosa*)

Table S6. GO-terms enriched in commonly regulated transcripts in the comparison between C_3_–C_4_ and C_3_*Moricandi*a species, but not different between the two C_3_–C_4_*Moricandia* species.

Table S7. Changes in abundance of transcripts belonging to selected pathways.

## Supplementary Material

Supplementary_Tables_S1_S3_Figures_S1_S3

Supplementary_Tables_S4_S7

# Supplementary material for: Photosynthesis in C3–C4 intermediate Moricandia species
**Source:** J Exp Bot. 2016 Oct 19;68(2):191–206. doi: 10.1093/jxb/erw391
**Supplement:** Supplementary_Tables_S1_S3_Figures_S1_S3

Supplementary table S1. ITS sequences extracted from the NCBI database

<i>Moricandia spinosa</i>	EF601907.1
<i>M. sinaica</i>	EF601906.1
<i>M. foetida</i>	EF601902.1
<i>M. foleyi</i>	EF601903.1
<i>Sinapis alba</i>	AY662291.1
<i>Diplotaxis harra</i>	AY722449.1
<i>D. catholica</i>	AY722446.1
<i>D. eruroides</i>	AY722448.1
<i>Brassica gravinae</i>	AY722419.1
<i>B. napus</i>	DQ003665.1
<i>B. nigra</i>	EF601911.1
<i>B. juncaceae</i>	DQ003680.1
<i>Raphanus sativus</i>	AY662290.1
<i>Gynandropsis gynandra</i>	HM044254.1
<i>Tarenaya hassleriana</i>	AY662284.1
<i>A. thaliana</i>	AJ232900.1

Supplementary table S2. Sequences for glycine decarboxylase P-protein

<i>Arabidopsis thaliana</i>	At4g33010, At2g26080
<i>A. lyrata</i>	XM_002867166, XM_002880695
<i>Arabis alpina</i>	KFK32542
<i>Brassica napus</i>	GSBRNA2T00130674001, GSBRNA2T00121192001,<br>XM_013803942
<i>B. oleraceae</i>	Bol013540, XM_013739860
<i>B. rapa</i>	XM_009126871, Bra011405
<i>Eutrema salsugineum</i>	XM_006408783, XM_006412338
<i>Thellungiella halophila</i>	AK353107; AK352541
<i>Camelina sativa</i>	XM_010434326, XM_010439516, XM_010419085,<br>XM_010474335, XM_010431321
<i>Capsella rubella</i>	XM_006282992, XM_006296411
<i>Tarenaya hassleriana</i>	XM_010527760; XM_010521549
<i>Moricandia nitens</i>	AY544772

Supplemental Table S3: Protocol for combined conventional and microwave-proceeded fixation, dehydration and resin embedding of *Moricandia* leaf sections for histological and ultrastructural analysis.

Combined conventional and micowave processing				
Process	Reagent	Power [W]	Time [sec]	Vacuum [mm Hg]
1. Primary fixation	2.0% (v/v) glutaraldehyde and 2.0% (v/v) paraformaldehyde in 0.05 M cacodylate buffer (pH 7.3)	150	60	0
		0	60	0
		150	60	0
		0	60	0
		150	60	0
	additional incubation for 15 minutes on a shaker at RT			
2. Wash	1x 0.05 M cacodylate buffer (pH 7.3)<br>And 2x aqua dest.	150	45	0
3. Secondary fixation	1% (v/v) osmiumtetroxide in aqua dest.	0	60	10
		80	120	10
		0	60	10
		80	120	10
	additional incubation for 15 minutes on a shaker at RT			
4. Wash	3x aqua dest.	150	45	0
5. Dehydration	acetone series:30%, 40%, 50%, 60%, 70%, 80%, 90%, 1x 100%.	150	45	0
	propylenoxide	15 minutes on a shaker		
6. Resin infiltration	Spurr’s resin in propylenoxide: 20%, 40%, 60%, 80% and 100% Spurr	250	180	5
	100% Spurr	12 hrs on shaker for.at RT		
7. Polymerisation	24 hrs at 70°C in a heating cabinet.			

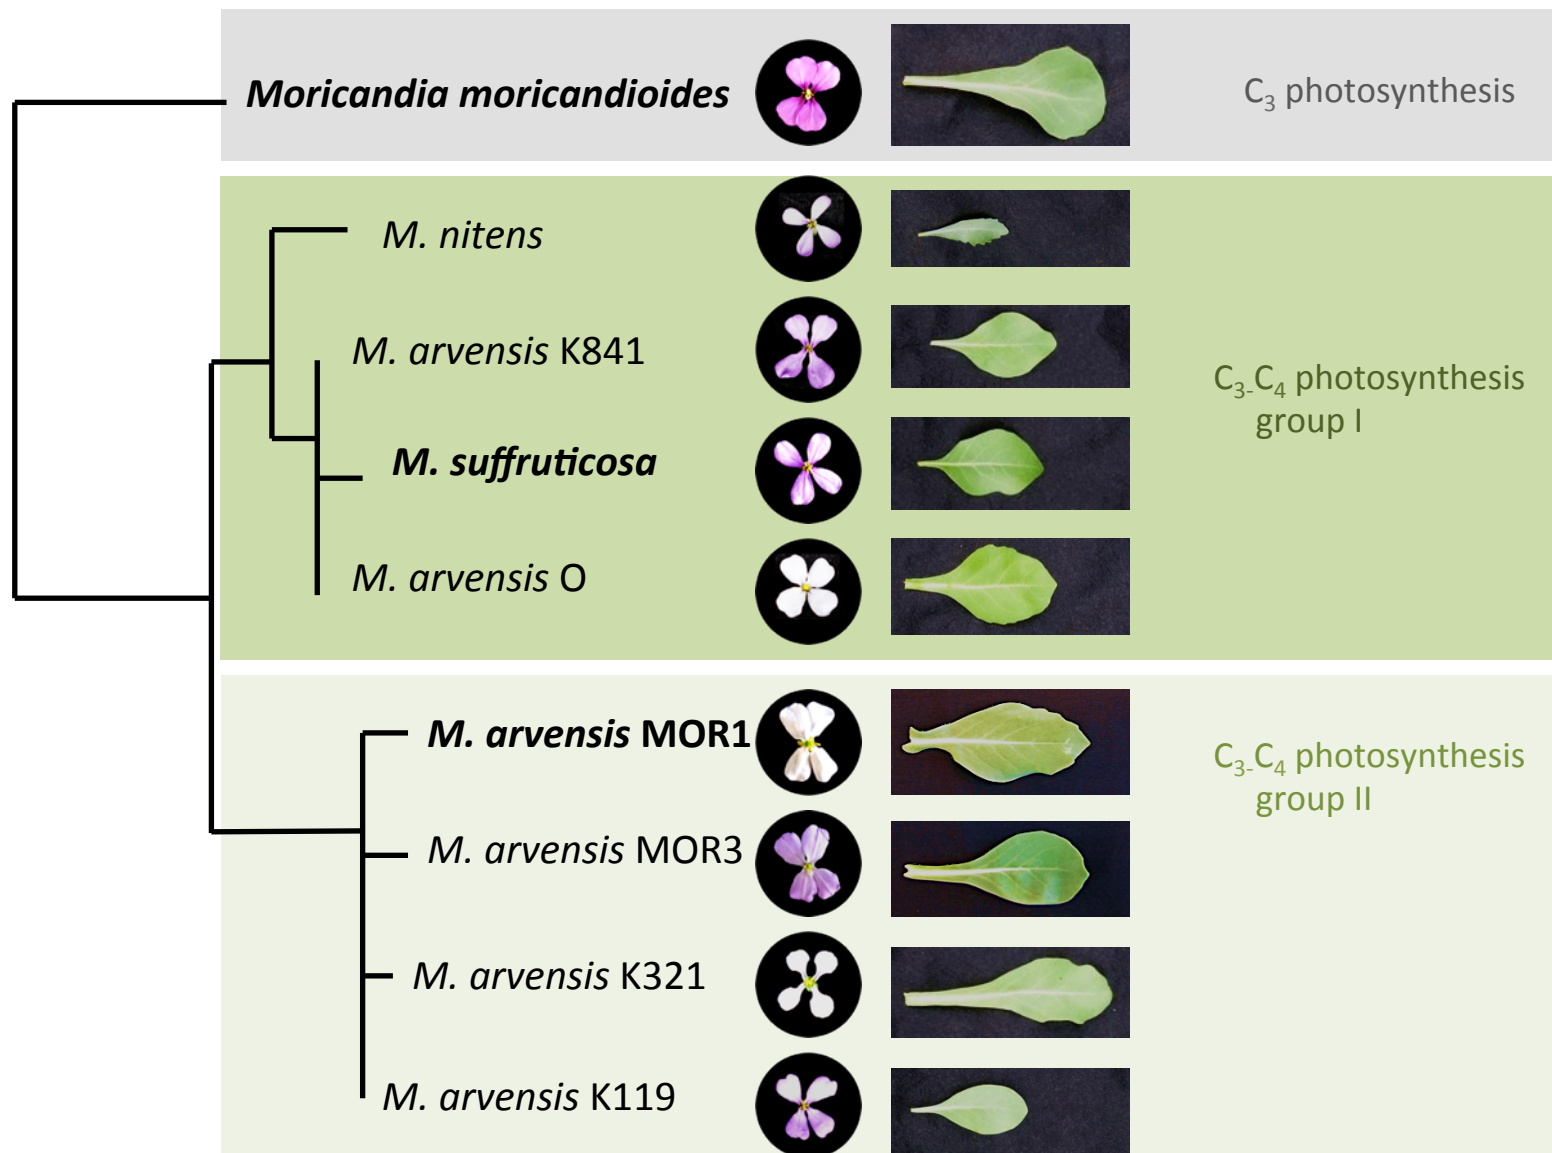

Supplemental Figure S1: Phenotype of tested Moricandia lines

(*Moricandia moricandioides*: 04-0393-10-00 from Botanic Gardens Osnabrück; *M. arvensis*: line 12-0020-10-00 from Botanic Gardens Osnabrück, lines 0119708, 0000321, 0084187 from Royal Botanic Gardens in Kew, lines MOR1 and MOR3 from IPK Gatersleben; *M. suffruticosa*: line 0105433 from Royal Botanic Gardens in Kew; *M. nitens*: 0209858 from Royal Botanic Gardens in Kew)

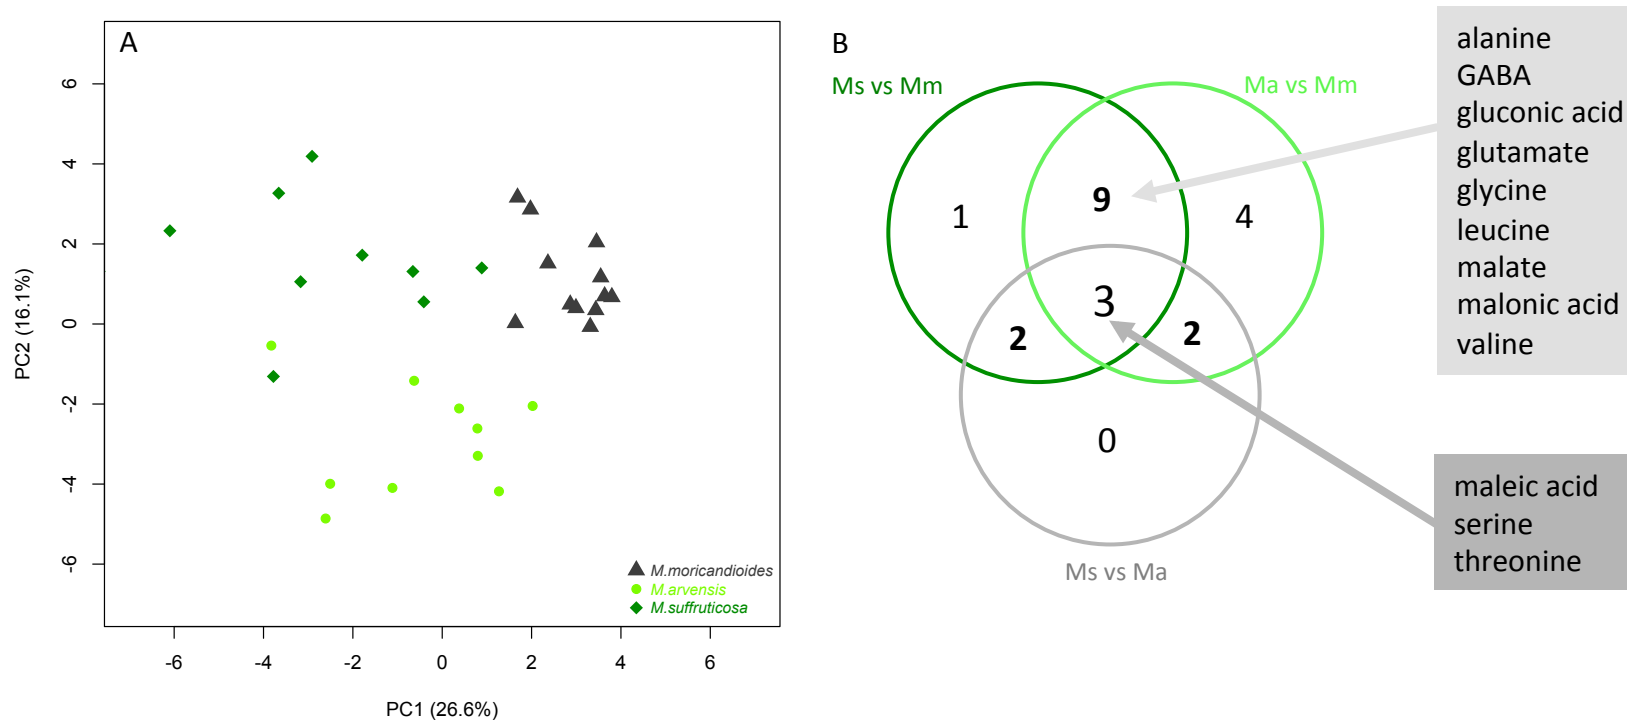

Supplemental Figure S2. Statistical summary of *Moricandia* metabolite patterns

A. Principal component analysis of z-score normalised metabolite data; B. Venn diagram showing intersection of metabolites with significant concentration differences (t-test, $p \leq 0.01$) between the three *Moricandia* species (Mm = *M. moricandioides*; Ma = *M. arvensis* line MOR1; Ms = *M. suffruticosa*)

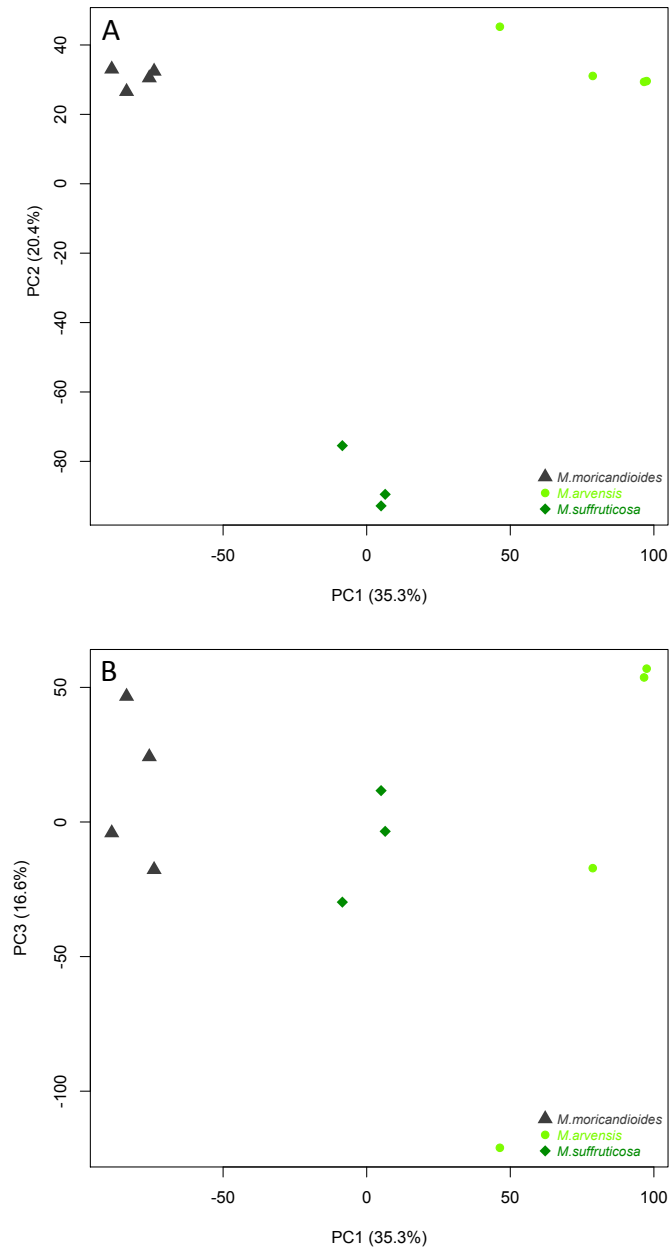

C

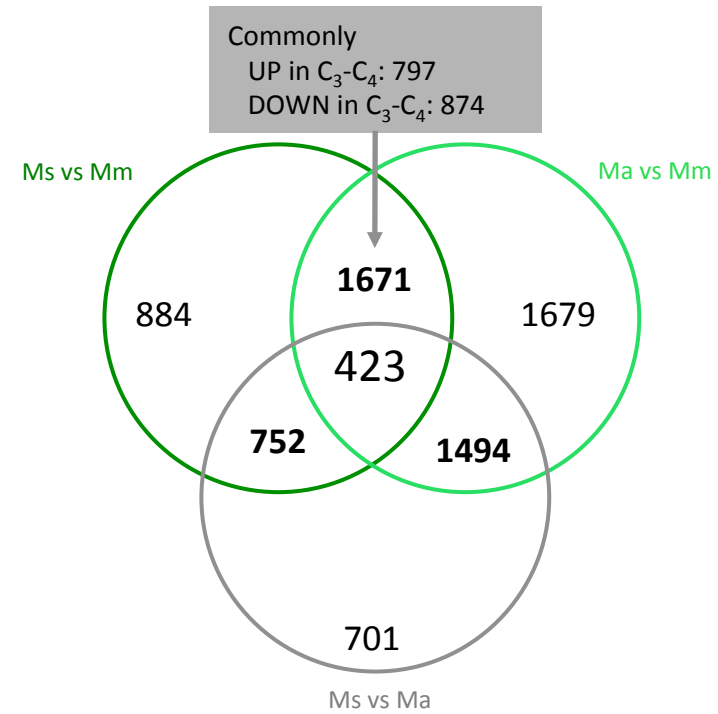

Supplemental Figure S3. Statistical summary of *Moricandia* transcript patterns

A and B. Principal component analysis of log2 normalised transcripts data; C. Venn diagram showing intersection of transcripts with significant concentration differences ($FDR \leq 0.01$) between the three *Moricandia* species (Mm= *M. moricandioides*; Ma= *M. arvensis* line MOR1; Ms= *M. suffruticosa*).

How the deposited data were processed for this re-analysis (not part of the article)

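Leaf RNA of 4 *M. moricandioides*, 4 *M. arvensis* and 3 *M. suffruticosa* plants was sequenced by the authors as single-end reads of 100 bp, with 1 library per plant and none pooled. The authors assigned each read by its best BLAT hit in protein space to a minimal set of Arabidopsis coding sequences and counted reads per gene; the version of BLAT is not given in the sources used here. The deposited gene table holds counts per gene, which are whole numbers without normalization, and the authors' rpm, which are counts scaled to the same sum in every library. A table of totals, also deposited, holds sequenced and mapped reads as counts and the mapped share in percent as computed by the authors; 1 row of it was not used, since its label matches no plant. Another deposited table holds the authors' log2 fold changes between species and a p-value for each, adjusted by Benjamini–Hochberg over the 33602 gene models; the version, test and scaling of edgeR are not given in the sources used here.

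Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Transcripts were kept by filterByExpr of edgeR with species as groups and a minimum count of 10, and libraries were scaled by TMM. A quasi-likelihood model with 1 term per species was fitted to all 11 libraries, and the 3 pairs of species were compared by the F test. Common transcripts are those past the threshold in both comparisons with *M. moricandioides* in the same direction and not past it between the intermediates. The biological coefficient of variation was 0.259. Principal components, z-scores and exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

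Transcripts named in the text were chosen by a rule. It takes every transcript of Table S7, whose values in the paper had been seen, and GLDP1; the 6 highest and 6 lowest common transcripts and, for each comparison, the 3 or 4 highest and lowest others, with a mean of at least 10 rpm where higher and no overlap of plants; and up to 4 members of each gene list. Gene lists were 23 in number and fixed in advance: photorespiration, CBB cycle, light harvesting and photosystems, chlorophyll synthesis, nitrogen uptake and assimilation, shuttle aminotransferases, C_4_ cycle candidates, alternative mitochondrial electron transport, starch and sucrose, glucosinolate synthesis, circadian clock, heat shock, drought and abscisic acid, salicylic acid defence, jasmonate response, leaf senescence, phosphate starvation, sulfur assimilation and starvation, flowering regulators, and markers of vascular and bundle sheath, guard cell, epidermis and cuticle, and dividing cells. Of 415 entries 2 were left out because the deposited description contradicts the symbol. Members that did not pass the filter on low counts were not tested. Counts of listed transcripts in the text are of tested members unless stated. The lists of photorespiration, the CBB cycle, nitrogen, aminotransferases, C_4_ candidates and alternative electron transport hold 12, 10, 5, 6, 22 and 6 tested transcripts of Table S7. Lists were tested by camera with a correlation of 0.01 between genes, with an estimated correlation as the alternative and fry beside it, adjusted over 46 tests. Groups of gene descriptions and annotations were tested by Fisher's exact test.

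Alternatives were RLE factors, library totals, TMM without the 100 most abundant transcripts, no filter or one of 10 rpm, the exact and likelihood ratio tests of edgeR, DESeq2 1.42.0, limma-voom with quality weights, pairwise fits, other thresholds, a replicate block and each library left out. Depth ranged from 10987959 to 14865167 counted reads per library. The test was checked on simulated counts with known changes, where it made 3, 3 and 0 false calls in the 3 comparisons among unchanged genes.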

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

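Of the tests in this part, those on the depth of plant 9, on reads from other species and on other splits of the libraries were chosen only after the result was seen, and so was the group of chloroplast-located transcripts. Only transcripts of Table S7 and measures of the libraries were screened for single plants that stand apart. *M. arvensis* plant 9 lay far from the other 3 plants of its species in 6 of these transcripts. It had 2369.7 rpm against 1079 to 1237 rpm for PGK2, 10465 rpm against 6949 to 7403 rpm for RBCS1A, 2523 rpm against 1874 to 1929.9 rpm for SBPASE, 2062 rpm against 1560.0 to 1624 rpm for PMDH2, 353 rpm against 226 to 248 rpm for DIT1 and 5729 rpm against 3410.3 to 3750.3 rpm for GS2.

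In *M. moricandioides* a single plant lay far above the other 3 in 5 transcripts. These are PGK2 in plant 12 (2692 rpm against 2425 to 2447 rpm), PPa2 in plant 15 (66.3 rpm against 44.2 to 47.5 rpm), GOX2 in plant 15 (2399 rpm against 1904 to 1976 rpm), ASP1 in plant 8 (93.7 rpm against 67.9 to 69.3 rpm) and AT5G66510, a carbonic anhydrase of complex I, in plant 8 (103 rpm against 86.0 to 87.6 rpm). Chance flags about 1 in 20 groups, or 7.45 of the 149 groups of 4 plants tested, and 11 were found. The groups reuse the same plants and are not independent, so the distance of 11 from 7.45 cannot be weighed.

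Of the named transcripts, AT4G10000 and AT5G56910 moved in opposite directions in the intermediates against *M. moricandioides*, and the difference between the intermediates passed the threshold. AT4G10000 had a fitted log2 fold change of *M. arvensis* over *M. suffruticosa* of -10.05 (adjusted p = 6.4e-08 from edgeR), and AT5G56910 one of 8.82 (adjusted p = 1.9e-06). AT4G10000 had 2 reads in *M. arvensis* and AT5G56910 1 in *M. suffruticosa*, so these sizes rest on the prior count; from the reads, the ratios between the intermediates were 1243 (95% counting interval 344 to 10272) and 641 (115 to 25368). No biological explanation was tested for these or for the plants above.

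Groups of genes that the paper does not discuss for *M. arvensis* also shifted against *M. moricandioides*. Disease resistance genes were higher in 41 and lower in 7 cases (Fisher's exact test of higher against lower, adjusted p = 8.6e-06), with 14 and 12 in *M. suffruticosa*. Pentatricopeptide repeat genes were higher in 36 and lower in 8 (adjusted p = 0.00020 from the same test), but among transcripts of at least 10 rpm in 7 and 5 (adjusted p = 0.775), with 9 and 14 in *M. suffruticosa*. Cytochrome P450 genes were higher in 17 and lower in 34 (adjusted p = 0.016), but among transcripts of at least 10 rpm in 13 and 16 (adjusted p = 0.68 from Fisher's exact test), with 14 and 24 in *M. suffruticosa*. The calls of both these groups in *M. arvensis* were lost with that filter, and that of cytochrome P450 also without *M. moricandioides* plant 6 or 12 or *M. arvensis* plant 13 or 15. Ribosomal proteins whose description names neither plastid nor mitochondrion were higher in 11 and lower in 44 of 247 cases (adjusted p = 8.6e-06 from Fisher's exact test of higher against lower), with 10 and 20 in *M. suffruticosa* (adjusted p = 0.103) and 5 and 13 among common transcripts (adjusted p = 0.18). In *M. arvensis* the higher ones were 4.45% of them against 18.5% of other transcripts, and the lower ones 17.8% against 16.7%. Table S6 of the paper lists ribosome terms among the common lower transcripts, and the main text does not discuss them.

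On PC3 the *M. arvensis* plants were spread out, with plant 9 at -63.4, plant 12 at -13.9 and plants 13 and 15 at 31.5 and 30.3. Plant 9 was thus the end of a spread, with plant 12 between it and plants 13 and 15. In chi-square per gene, plant 12 was about as far from plant 9 (43.2) as from plant 13 (42.3), against 4.88 between plants 13 and 15. The distance of *M. arvensis* plant 9 from the others on PC3, a gap of 49.6 to plant 12, was tested against 4 technical explanations. Its depth, 12778776 counted reads, lies inside the range of the other libraries (10987959 to 14865167), and with TMM scaling and the 100 most abundant transcripts removed, 92.6% of the gap was left. Reads from *M. suffruticosa* or *M. moricandioides* would raise transcripts that the other *M. arvensis* plants lack, but the median excess was 0% of the *M. suffruticosa* level over 25 transcripts (quartiles -0.275 to 0.55, highest 5.35) and 0% of the *M. moricandioides* level over 18 (quartiles -0.29 to 0.674, highest 7.25). These values argue against each of the 4. The design gives no condition in which this plant differs, and no biological explanation was tested.

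Transcripts annotated to the chloroplast were lower more often than other transcripts in both intermediates, and this was tested against the scaling of the libraries and against reads counted for another gene copy. With library totals 368 were lower and 363 higher in *M. arvensis*, and 265 and 162 in *M. suffruticosa*. The larger adjusted p of both was 6.3e-05 (Fisher's exact test of lower against higher, set against other transcripts with an annotated location). The best-matching gene gained at least 50% of the lost rpm for 12.6% of the lower transcripts of *M. arvensis* (95% upper limit 16.5%, against 11.1% for shuffled partners) and 9.72% of those of *M. suffruticosa* (8.67% shuffled). The lean to lower against other transcripts was kept with library totals. Scaling moves all transcripts together, so this test could hardly lose it. In *M. arvensis* the excess of lower over higher was not kept, so scaling is not excluded for it. The gains argue against a move of reads to the named best match, for the 357 of 462 and 216 of 295 lower transcripts that have one. Reads that went to other copies or found no match could not be seen. A difference by photosynthesis type was not tested, since the series has a single C_3_ species and type cannot be told from species.

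Some transcripts present in *M. moricandioides* were nearly absent from 1 intermediate, such as PHYC in *M. arvensis*. Reads counted for another gene copy could remove a transcript in this way, and the best-matching gene gained at least 50% of the lost rpm for 1 of 12 such transcripts in *M. arvensis*, 8.33% with a 95% upper limit of 38.5%. In *M. suffruticosa* 3 such transcripts had a best match. With so few transcripts this explanation cannot be told apart from a loss of the transcript itself.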

How the results depend on the processing

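The alternatives below were set before the data were examined, except for the summed gene copies, the chloroplast location from the deposited annotation and the plastid group without each library, which were chosen after seeing the data. No named transcript or gene list past the threshold changed direction, and other transcripts were not checked for this. Cytochrome P450 genes, over-represented among lower transcripts, were no longer mostly lower in *M. suffruticosa* or among common transcripts with the filter of 10 rpm, nor were common tRNA synthetases without *M. suffruticosa* plant 7, with adjusted p values of 1.0 from Fisher's exact test. The median z-score of photorespiration in *M. moricandioides*, -0.18, was 0.21 with TMM-scaled rpm and 0.01 with the fixed list, and the common transcripts, 809 higher and 705 lower, were 879 and 971 with limma-voom and 660.0 and 695 with pairwise fits, so neither this sign nor the larger side is settled. The larger side also changed in *M. arvensis* without *M. moricandioides* plant 8 or *M. arvensis* plant 9, in *M. suffruticosa* with pairwise fits, and between the intermediates with library totals, DESeq2, pairwise fits and without *M. arvensis* plant 15. The counts of transcripts in the 3 comparisons and of common transcripts stayed within 1.5 times their value with RLE factors, library totals, TMM without the 100 most abundant transcripts, either filter, the exact and likelihood ratio tests of edgeR, pairwise fits and an added 2-fold limit. Where values moved, the cause was not tested unless stated.

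With limma-voom and quality weights, 5471 transcripts passed in *M. suffruticosa* against *M. moricandioides* (2790.0 higher, 2681 lower) and 7610.0 between the intermediates (3757 higher, 3853 lower). Of the listed CBB cycle transcripts 12 were lower in *M. arvensis* and 11 in *M. suffruticosa*, and 5 of photorespiration were lower in *M. suffruticosa*. With DESeq2, 2107 transcripts were lower and 6 CBB cycle transcripts lower in *M. suffruticosa*, and in *M. arvensis* 2 CBB cycle and 1 photorespiration transcript were higher. The exact and the likelihood ratio test of edgeR gave these same 2 and 1, and library totals 2 and 2. With pairwise fits 6 CBB cycle and 4 photorespiration transcripts were lower in *M. suffruticosa*. Asking for at least 2-fold left 1 CBB cycle transcript and 0 of photorespiration (edgeR) lower in *M. suffruticosa*, by construction.

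At an adjusted p of 0.05 from edgeR, which by construction passes more, 5319 transcripts passed in *M. suffruticosa* (2811 higher, 2508 lower), 5409 between the intermediates (2686 higher, 2723 lower) and 2401 as common (1265 higher, 1136 lower). In *M. arvensis* 11 CBB cycle transcripts were then lower, 2 higher and 1 of photorespiration higher, and in *M. suffruticosa* 6 and 5 of the lists were lower. With the *M. moricandioides* plants split 2 and 2 between the comparisons, so fewer plants in each, 730.7 transcripts were common on average (370.2 higher, 360.5 lower).

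With the plant number as a replicate block, 800 transcripts passed in *M. arvensis* (383 higher, 417 lower, so that the larger side changed), 146 in *M. suffruticosa* (79 higher, 67 lower), 0 between the intermediates (0 higher, 0 lower) and 87 as common (51 higher, 36 lower). Of the lists, 3 CBB cycle and 1 photorespiration transcripts were lower in *M. arvensis*, and 0 were higher in either species or lower in *M. suffruticosa*. At an unadjusted p under 0.05 the block fit of edgeR had 5780, 4605 and 2740 transcripts in the 3 comparisons, and the smallest adjusted p between the intermediates was 0.0149. The plants share only a number, few numbers are shared, and the block spends degrees of freedom. Deviations of libraries that share a number had correlations of -0.0207 to 0.0268, within those of libraries that do not.

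PC1 held 44.0% with log2(rpm + 0.1), 33.5% with genes at unit variance and 56.4% over the most variable genes only; PC2 held 20.3% at unit variance, and PC3 14.8% at unit variance and 6.74% over the most variable genes. With the mean in place of the median, the z-scores of the CBB cycle were 0.76 in *M. moricandioides* and -0.31 in *M. arvensis*, and that of AOX and UCP 0.58 in *M. suffruticosa*.

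Leaving out each library in turn gave 1634 to 3461 transcripts in *M. suffruticosa* (higher 973 to 1768, lower 659 to 1693), 1549 to 3226 between the intermediates (higher 665 to 1522, lower 884 to 1704) and 986 to 1654 common ones (lower 393 to 804), with the lowest values without *M. suffruticosa* plant 6 or 7, whose counts are the most alike in that species. Lower CBB cycle transcripts numbered 2 to 12 in *M. arvensis* and 0 to 10 in *M. suffruticosa*, and lower photorespiration transcripts 0 to 4 in *M. suffruticosa*, with the highest values without *M. arvensis* plant 9. For genes described as plastid, the adjusted p of Fisher's exact test ranged from 1.2e-06 to 0.145 in *M. suffruticosa* and from 1.2e-06 to 0.136 among common transcripts. PC1 held 44.7% to 51.4%, PC2 18.7% to 26.5% and PC3 6.2% to 11.9%.

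Of 7610.0 values of named genes against *M. moricandioides*, 7081 kept direction and side of the threshold, 339 no longer passed it and 190.0 newly passed it. Between the intermediates 3488 of 3807 kept both, and 143 and 176 changed in these ways. In 196 values of 63 genes the sign changed with neither value past the threshold. Of 2208 counts within gene lists 1820.0 stayed within 1.5 times. For lists as sets 83 of 104 and for description groups 90.0 of 102 kept their side. At these depths the test on simulated counts missed most 1.5-fold changes, so a transcript that did not pass is not shown to be unchanged.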

Differences from the paper's values

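PC3 holds about 17% of the variance in Fig. S3, read by eye, in the paper, and 10.7% here. With genes scaled to unit variance (14.8%) and without any one of the *M. moricandioides* or *M. suffruticosa* plants or *M. arvensis* plant 12 the value is no longer more than 1.5 times apart. With log2(rpm + 0.1), log2(rpm + 10), genes of at least 10 rpm, the most variable genes only, and without *M. arvensis* plant 9, 13 or 15 the difference stays. For BASS2 in *M. suffruticosa* the paper's Table S7 gives a log2 fold change of -0.0159 and the value here is 0.00996, so that the sign differs. With RLE factors, TMM without the 100 most abundant transcripts, DESeq2 and pairwise fits the sign is the paper's, and so it is without *M. moricandioides* plant 6 or 8, *M. arvensis* plant 9, 13 or 15, or *M. suffruticosa* plant 6 or 7. It is not with library totals, either filter, the exact and likelihood ratio tests, voom, the replicate block, or without *M. moricandioides* plant 12 or 15, *M. arvensis* plant 12 or *M. suffruticosa* plant 8. Of 134 values of Table S7 this is the 1 that differs, and the largest distance of any is 0.0272.

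Apart from these values, some statements of the paper on single genes or pathways differ from the main test, namely those on photorespiration, PPDK, NADP-MDH, PPC1, PPC2, AOX1D, DIC2, the uncoupling protein and 2 GO groups. The paper describes transcripts of the photorespiratory pathway as without changes. Of 18 listed transcripts, 14 in *M. arvensis* and 16 in *M. suffruticosa* did not pass the threshold, while PGLP1 and SHM2 fell in both species and GLYK and DIT1 in *M. arvensis*. This list is wider than that of the paper: Table S7 has DIT1 among nitrogen shuttle transcripts and does not hold SHM2. Of its 10 photorespiratory transcripts, 2 fell in *M. arvensis* and 1 in *M. suffruticosa*. Table S7 itself carries asterisks for PGLP1, SHM1 and GLYK in *M. arvensis*. The authors' adjusted p of GLYK is 9.0e-06 from edgeR, while those of PGLP1 and SHM1 lie above 0.01. For PPDK Table S7 marks an increase in both intermediates, and here *M. suffruticosa* has 2.03 with an adjusted p of 0.0195 (edgeR). It passes with library totals, the exact and likelihood ratio tests, voom, pairwise fits, a limit of 0.05 and without *M. arvensis* plant 9. For NADP-MDH Table S7 marks both species, and here the adjusted p from edgeR is 0.0175 and 0.0338. In *M. arvensis* the authors' own adjusted p of NADP-MDH also lies above 0.01, so there the mark differs from the main test only by the limit. In *M. suffruticosa* the authors' values of PPDK and NADP-MDH are at or below 0.01. *M. arvensis* passes with library totals, the exact and likelihood ratio tests, DESeq2, a limit of 0.05 and without *M. arvensis* plant 15, and *M. suffruticosa* with library totals, voom and a limit of 0.05. The paper has the less abundant PEPC transcript, PPC1, increased in both, and here *M. suffruticosa* has 0.78 (adjusted p = 0.0141 from edgeR). It passes with library totals, the exact and likelihood ratio tests, DESeq2, voom, pairwise fits, a limit of 0.05 and without *M. arvensis* plant 9.

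The paper has the more abundant PEPC transcript, PPC2, reduced in the intermediates, and here its adjusted p from edgeR is 0.121 in *M. arvensis* and 0.052 in *M. suffruticosa*. *M. arvensis* passes with voom and without *M. arvensis* plant 9, and *M. suffruticosa* with these and with pairwise fits. The authors' own adjusted p of PPC2 from edgeR is 0.195 in *M. arvensis*, also above 0.01, and 0.000271 in *M. suffruticosa*. The paper has 3 alternative oxidase transcripts more abundant in the intermediates, and here the AOX1D of *M. suffruticosa* has 0.09 (adjusted p = 0.841 from edgeR), which no setting calls. In the authors' deposited table AOX1D of *M. suffruticosa* has 0.07, and Table S7 has no asterisk for it. This difference is therefore with the paper's text and not with its values. The paper has DIC2 and the uncoupling protein of Table S7, PUMP2, follow the increase of the alternative oxidases. Here DIC2 has an adjusted p of 0.0256 in *M. arvensis* and 0.34 in *M. suffruticosa*, and PUMP2 of 0.373 and 0.0691 (edgeR). DIC2 passes in *M. arvensis* with the exact and likelihood ratio tests, DESeq2, a limit of 0.05 and without *M. arvensis* plant 9, while no setting calls DIC2 in *M. suffruticosa* or PUMP2 in either species. The identifier and fold changes of the uncoupling protein in Table S7 are those of PUMP2, but its rpm values are those of PUMP1, which rose in both species here; the rpm of the other 66 of 67 transcripts are those of their own identifier, a comparison made after the data were seen.

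The paper finds carbohydrate and nitrogen compound metabolism among the common lower transcripts. With the deposited annotation these groups had adjusted p values of 0.197 and 0.465 from Fisher's exact test, with other groups and another test than the paper's.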

Other observations

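In this part the comparison of the covariance with its simulated value and the other divisions of the libraries were chosen only after the result was seen, while the simulation and the split of the *M. moricandioides* plants 2 and 2 were set before. Against *M. moricandioides*, 5444 transcripts passed in *M. arvensis* and 2950 in *M. suffruticosa*. Other divisions of the same libraries into groups of these sizes gave at most 0 and 4 by edgeR (the real one was 1 of 35 in each). Between the intermediates, with 3007, the highest other division gave 320 (1 of 35). It had *M. arvensis* plant 9 among the *M. suffruticosa* plants, which points to a structure within *M. arvensis*. For the 1514 common transcripts the highest of the other 99 divisions drawn gave 0 (1 of 100). Every other division puts plants of different species in the same group, which widens the spread within it. Low counts were therefore likely from the start, and these divisions cannot exclude chance.

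Both comparisons share the *M. moricandioides* libraries, which alone makes their fold changes covary. In 20 simulations with no difference between species the covariance was 0.0539 and the correlation 0.46, against 1.05 and 0.58 observed, so the shared libraries are excluded as the whole cause. Higher in both were 955 transcripts and lower in both 836, where independent calls would give 288 and 229.6. With the *M. moricandioides* plants split 2 and 2, 448 and 438 were found on average, with a covariance of 1.04 to 1.11. Independent calls would there give 99.0 and 99.7. The split removes shared plants, but both comparisons still use *M. moricandioides* as the reference. A difference particular to *M. moricandioides* would count in both, so an excess over independent calls was likely from the start. These counts do not tell it from a change shared by the intermediates.

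Reads of the P-protein of glycine decarboxylase were counted for GLDP2, 517627 in all, and 0 for GLDP1 (AT4G33010) in the 11 libraries. The paper reports that the GLDP2-like copy is missing from this group of species. The reads were assigned to Arabidopsis genes, so the count shows the reference entry that took them and not which copy the plants express.

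SEN1, NAP (AT1G69490), NYC1 (AT4G13250) and PPH (AT5G13800) of leaf senescence rose in *M. arvensis*, the last 3 by 5.06, 1.50 and 1.36, and the list had 4 higher and 0 lower of 6 in *M. arvensis* and 2 higher and 0 lower in *M. suffruticosa* (4, 0, 3 and 0 adjusted over the list alone). As a set it was higher in *M. arvensis* (camera, adjusted p = 0.00283; 0.559 with an estimated correlation). Glucosinolate synthesis had 3 higher and 1 lower of 13 in *M. arvensis* and 4 higher and 0 lower in *M. suffruticosa* (3, 1, 4 and 0 adjusted over the list alone), with MYB51 (AT1G18570) at 2.94 and 3.55, and was higher as a set in *M. suffruticosa* (camera, adjusted p = 0.037; 0.932 with an estimated correlation). Sulfur assimilation and starvation had 3 higher and 0 lower of 6 in *M. arvensis* and 2 higher and 0 lower in *M. suffruticosa* (4, 0, 3 and 0 adjusted over the list alone).

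The circadian clock list had 6 higher and 1 lower of 14 in *M. arvensis* and 2 higher and 0 lower in *M. suffruticosa* (7, 2, 2 and 0 adjusted over the list alone), with PRR5 (AT5G24470) and TOC1 (AT5G61380) at 3.46 and 2.85 in *M. arvensis*. Drought and abscisic acid genes had 3 higher and 1 lower of 8 in *M. arvensis* and 3 higher and 1 lower in *M. suffruticosa* (3, 1, 3 and 1 adjusted over the list alone), with NCED3 (AT3G14440) up by 3.47 in *M. arvensis*, and KIN1 (AT5G15960) at -3.85 and -4.56. Heat shock genes had 2 higher and 2 lower of 7 in *M. arvensis* and 1 higher and 1 lower in *M. suffruticosa* (3, 2, 2 and 1 adjusted over the list alone), salicylic acid defence 1 higher and 0 lower of 3 in *M. arvensis* and 1 higher and 0 lower in *M. suffruticosa* (1, 0, 1 and 0 adjusted over the list alone), jasmonate response 1 higher and 2 lower of 10 in *M. arvensis* and 1 higher and 0 lower in *M. suffruticosa* (1, 2, 0 and 0 adjusted over the list alone) and phosphate starvation 1 higher and 0 lower of 10 in *M. arvensis* and 0 higher and 0 lower in *M. suffruticosa* (1, 0, 0 and 0 adjusted over the list alone).

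Light harvesting and photosystems had 0 higher and 1 lower of 28 in *M. arvensis* and 0 higher and 0 lower in *M. suffruticosa* (0, 0, 0 and 0 adjusted over the list alone), LHCB3 (AT5G54270) being the lower one, and flowering regulators 1 higher and 0 lower of 3 in *M. arvensis* and 0 higher and 0 lower in *M. suffruticosa* (1, 0, 1 and 0 adjusted over the list alone). Vascular and bundle sheath markers had 2 higher and 6 lower of 17 in *M. arvensis* and 2 higher and 0 lower in *M. suffruticosa* (2, 6, 1 and 0 adjusted over the list alone), with xylem genes IRX1 (AT4G18780) and IRX3 (AT5G17420) at -2.05 and -1.44 in *M. arvensis*. Guard cell markers had 4 higher and 2 lower of 9 in *M. arvensis* and 0 higher and 0 lower in *M. suffruticosa* (4, 2, 0 and 0 adjusted over the list alone), epidermis and cuticle markers 0 higher and 4 lower of 12 in *M. arvensis* and 0 higher and 1 lower in *M. suffruticosa* (0, 4, 0 and 1 adjusted over the list alone) and dividing cell markers 0 higher and 1 lower of 9 in *M. arvensis* and 0 higher and 0 lower in *M. suffruticosa* (0, 0, 0 and 0 adjusted over the list alone).

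Table S7 carries asterisks, and the table does not say what they stand for; they were set beside adjusted p of 0.01 and 0.05 in the authors' deposited table after the data were seen. For *M. arvensis*, 26 of the transcripts with an asterisk were at or below 0.01 and 9 above, while 4 without one were below. For *M. suffruticosa* these numbers were 30, 6 and 0. Those without an asterisk in *M. arvensis* are RCA-like, TIM, NDC1 and AMK2, of which RCA-like has 2.7e-08 in the authors' deposited table, and NADP-MDH, with an asterisk, has 0.0344 there. At 0.05 all 35 and 36 transcripts with an asterisk in *M. arvensis* and *M. suffruticosa* were at or below it (highest 0.0491 and 0.0448), and the 4 named without one in *M. arvensis* were the only others.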
